# Estrogen-mediated downregulation of HIF-1α signaling in B lymphocytes influences postmenopausal bone loss

**DOI:** 10.1038/s41413-022-00189-x

**Published:** 2022-02-17

**Authors:** Xianyi Meng, Zhen Lin, Shan Cao, Iga Janowska, Koshiro Sonomoto, Darja Andreev, Knab Katharina, Jinming Wen, Karl Xaver Knaup, Michael Sean Wiesener, Gerhard Krönke, Marta Rizzi, Georg Schett, Aline Bozec

**Keywords:** Bone, Osteoporosis

## Abstract

In the bone marrow, B cells and bone-resorbing osteoclasts colocalize and form a specific microenvironment. How B cells functionally influence osteoclasts and bone architecture is poorly understood. Using genetically modified mice and high-throughput analyses, we demonstrate that prolonged HIF-1α signaling in B cells leads to enhanced RANKL production and osteoclast formation. In addition, deletion of HIF-1α in B cells prevents estrogen deficiency-induced bone loss in mice. Mechanistically, estrogen controls HIF-1α protein stabilization through HSP70-mediated degradation in bone marrow B cells. The stabilization of HIF-1α protein in HSP70-deficient bone marrow B cells promotes RANKL production and osteoclastogenesis. Induction of HSP70 expression by geranylgeranylacetone (GGA) administration alleviates ovariectomy-induced osteoporosis. Moreover, *RANKL* gene expression has a positive correlation with *HIF1A* expression in human B cells. In conclusion, HIF-1α signaling in B cells is crucial for the control of osteoclastogenesis, and the HSP70/HIF-1α axis may serve as a new therapeutic target for osteoporosis.

## Introduction

The balance between bone formation by osteoblasts and bone resorption by osteoclasts regulates bone homeostasis.^1,2^ Osteoclast activation is a hallmark of many forms of bone loss. These multinucleated cells are differentiated from the monocyte/macrophage lineage, and their differentiation essentially depends on macrophage colony-stimulating factor (M-CSF) and receptor activator of nuclear factor kappa-Β ligand (RANKL).^3,4^ M-CSF allows the survival of monocytes, whereas RANKL promotes their differentiation into mature osteoclasts, which is further enhanced by many proinflammatory cytokines, including interleukin (IL)-6, IL-17, IL-1β, and TNF-α.^5–8^ To date, several cell types, such as T lymphocytes, B lymphocytes, chondrocytes, osteoblasts, and fibroblasts, have been shown to support osteoclast activation under physiological and pathological conditions through microenvironmental factors in bone marrow.^9–14^ However, the regulatory pathways for the production of these microenvironmental factors during osteoclastogenesis are not well understood.

B lymphocytes represent 30%–40% of bone marrow cells and share a common microenvironment with osteoclasts.^15^ Therefore, it is likely that B cell/osteoclast crosstalk contributes to bone homeostasis. IL-7 transgenic mice not only showed increased bone marrow B cells but also enhanced bone loss, while IL-7 receptor-deficient mice exhibited elevated bone mass together with impaired bone marrow B cell development.^16^ B cells can be an important source of RANKL as well as its decoy receptor OPG.^17–19^ For instance, mice with B cell-specific deletion of RANKL were partially protected from ovariectomy (OVX)-induced osteoporosis.^20^ Moreover, mice lacking tuberous sclerosis complex 1 in B cells are osteoporotic with a high level of RANKL but a low level of osteoprotegerin (OPG) expression.^21^ However, the intrinsic mechanism that functionally controls RANKL expression in B cells is still elusive.

B cells reside in the so-called “osteoblastic niches” in the bone marrow and are characterized by low oxygen concentrations.^22^ Hence, the development and proliferation of B cells in the bone niche occurs under low oxygen pressure requiring metabolic adaptation to the hypoxic microenvironment, which is controlled by the transcription factor hypoxia-inducible factor (HIF)-1α.^23^ During normoxia, HIF-1α is continuously hydroxylated by prolyl hydroxylase domain-containing enzymes (PHDs), which in turn recruits the von Hippel-Lindau protein (pVHL) and directs HIF-1α toward ubiquitination, mediating its proteasomal degradation.^24,25^ Under hypoxic conditions, PHD activities are inhibited, resulting in HIF-1α stabilization and dimerization with constitutively expressed HIF-1β. The heterodimerized HIF-1 complex binds to the hypoxia-responsive element (HRE) region and activates target gene expression.^26^ Although HIF-1α is regulated by PHDs and pVHL in an oxygen-dependent manner, recent studies have shown that heat shock proteins (HSPs) play an essential role in the regulation of HIF-1α protein levels in an oxygen-independent manner.^27,28^ Among HSPs that mediate protein folding, protein degradation, and protein function, HSP70 (*Hsp1a1*) and HSP90 (*Hsp90aa/b1*) are involved in proteasomal degradation through the ubiquitin–proteasome system and thus also regulate HIF-1α levels.^29–31^

In this study, we reported that sustained HIF-1α activation in bone marrow B cells triggers a pro-osteoclastogenic environment. Conversely, a lack of *Hif1a* in B cells restricts estrogen deficiency-induced bone loss. Molecularly, HIF-1α expression levels in B cells are controlled by estrogen-induced HSP70 expression through the ubiquitin–proteasome degradation system. As a result, genetic deletion of HSP70 in B cells markedly exacerbated HIF-1α signaling activation and RANKL-mediated osteoclastogenesis. Therefore, our findings suggest that the HSP70/HIF-1α axis may offer a novel therapeutic strategy for osteoporosis.

## Results

### Activation of HIF-1α signaling in B cells enhances osteoclastogenesis and induces osteoporosis

Bone marrow, where B cells develop and osteoclasts reside, has low oxygen tension.^22^ The role of HIF-1α in controlling B cell/osteoclast interactions and bone homeostasis, however, is poorly defined. To investigate whether HIF-1α signaling is affected in bone marrow immune cells during estrogen deficiency-induced bone loss, HIF-1α expression in common lymphoid progenitors (CLPs), CD4 T cells, CD8 T cells, B cells, monocytes, and neutrophils from the bone marrow of ovariectomized and sham-operated wild-type (WT) mice was compared. Surprisingly, HIF-1α expression was upregulated only in bone marrow B cells after OVX (Fig. 1a, b) (Fig. S1a, b). 

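Fig. S1c is a heat map of 23 HIF-1α target genes in total bone marrow B cells with 3 samples per group, and its legend does not name the assay. In the RNA-seq counts deposited for bone marrow B cells of 3 OVX and 3 Sham libraries, 20 of the 23 genes had enough reads to be tested. Eno1b, Nos2 and P4ha2 had at most 15, 7 and 4 reads in a library. Of the 20 genes, 6 were higher and 14 lower in OVX, and 3 were higher with scaling on the B cell genes, which moved the median log2 fold change of all genes by -0.09. The list had a median log2 fold change of -0.10, or -0.05 without Sham replicate 3, and a range from -0.58 to 0.63. None was called over all genes tested or when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none had an unadjusted p-value under 0.05. Hk2 (ENSMUSG00000000628) had the lowest p-value of the list. Its level in CPM, which are counts scaled by the library's total with edgeR's TMM factors, was 14.7 ± 3.08 in OVX and 21.3 ± 5.57 in Sham (SD, n = 3 per group), a log2 fold change of -0.54 (standard error 0.23, adjusted p = 0.811 from edgeR's quasi-likelihood test), which was -0.34 without Sham replicate 3. Ldha (ENSMUSG00000063229) was less variable, with 281 ± 2.33 CPM in OVX and 302 ± 11.7 in Sham (SD, n = 3 per group). All OVX libraries lay below all Sham libraries for Ldha and for Car9 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Chance separates 10% of genes over both directions together. Trf had the highest log2 fold change, 0.63 (standard error 0.59), with 417 reads in OVX replicate 3 and 71 and 150 in the other OVX libraries. As a set, the 20 genes lay below the other genes with camera at its preset correlation (adjusted p = 0.0401). This did not hold in camera with an estimated correlation (adjusted p = 0.427). Fry, which asks whether the genes of a list change and not how they compare with others, gave an adjusted p of 0.368. Reads of Aldoa, Eno1, Gapdh and Ldha may be shared with near-identical copies, so their values are uncertain.

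**Figure D1:**
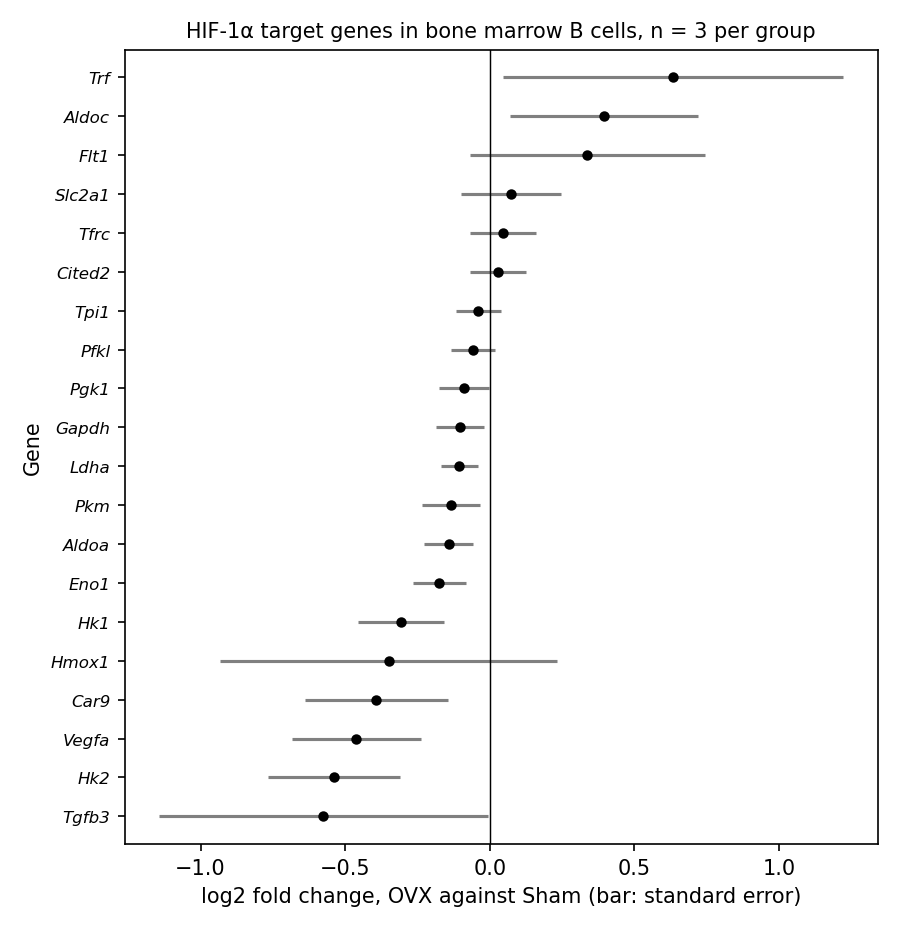
Log2 fold change of OVX against Sham (x axis) for each of the 20 tested HIF-1α target genes (y axis) in bone marrow B cells, with 3 libraries per group. Points are the fitted values and bars the standard errors. The values run from -0.58 for Tgfb3 to 0.63 for Trf, and 14 of the 20 lie below 0. With scaling on the B cell genes 3 of the 20 are above 0.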

Consistently, HIF-1α target gene expression was increased in B cells from the bone marrow of ovariectomized mice relative to sham controls (Fig. S1c). When separately analyzing B cell subpopulations in bone marrow and periphery, OVX surgery particularly induced HIF-1α expression in Pro-B cells (c-kit^+^CD43^+^CD19^+^B220^+^) and Pre-B cells (CD25^+^CD43^−^CD19^+^IgM^−^) (Fig. 1c) (Fig. S1d, e). Bioinformatic analysis of the transcriptome of bone marrow cells in the Immunological Genome Project revealed high estrogen intracellular signaling in Pro-B and Pre-B populations (Fig. S1f), including the estrogen receptor α gene (*Esr1*).^32^ In addition, high estrogen receptor α (ERα) protein expression levels were found in bone marrow B cells, especially in the Pro-B and Pre-B subpopulations (Fig. S1g, h), suggesting that these two populations are the major immune cell populations influenced by estrogen levels.

**Fig. 1:**
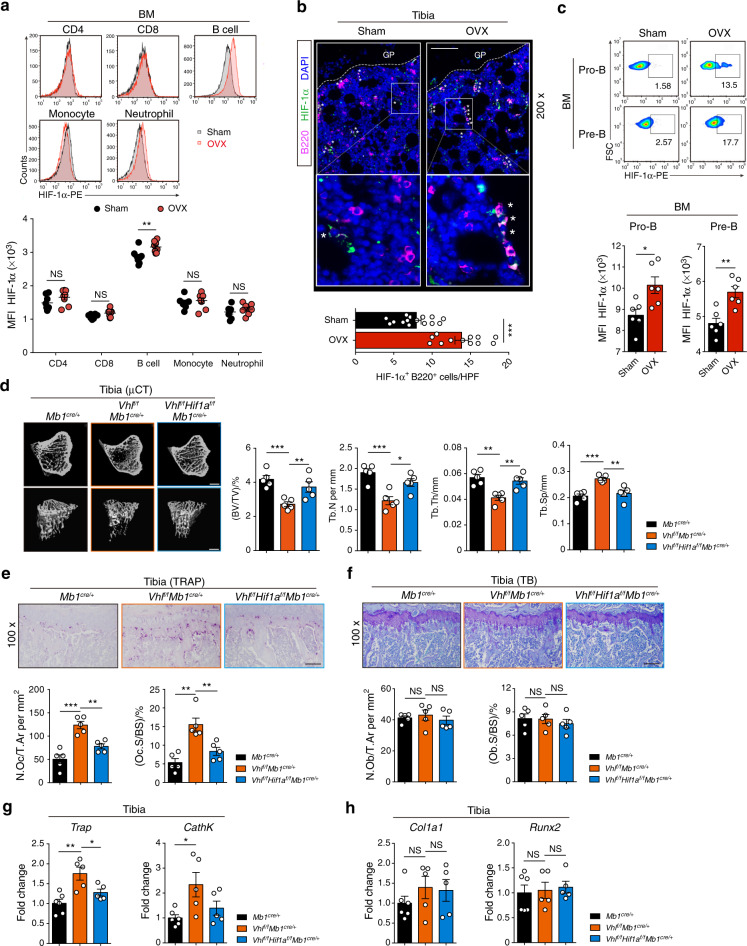
Sustained activation of HIF-1α signaling in B cells enhances osteoclastogenesis and osteoporosis. **a** Quantification and histograms of HIF-1α expression in CD4 T cells, CD8 T cells, B cells, monocytes and neutrophils from the bone marrow of sham-operated (Sham) and ovariectomized (OVX) mice (*n* = 8). **b** Representative immunofluorescence microscopy images of tibial sections from Sham and OVX mice (HIF-1α, green; B220, purple), along with the average number of HIF-1α^+^B220^+^ B cells per high-power field (HPF). Asterisks indicate HIF-1α^+^B220^+^ B cells in the bone niche. GP growth plate. Scale bars, 50 μm. **c** Representative plots and quantification of HIF-1α expression in Pro-B and Pre-B populations from Sham and OVX mice (*n* = 6). **d** Representative μCT images of tibial trabecular bone and structural parameters (BV/TV, Tb.N, Tb.Th, Tb.Sp) in *Mb1*^cre/+^, *Vhl*^f/f^*Mb1*^cre/+^ and *Vhl*^f/f^*Hif1a*^f/f^*Mb1*^cre/+^ mice (*n* = 5). Scale bars, 500 μm. Representative TRAP staining (**e**) and TB staining (**f**) in tibias from mice shown in (**d**). Bone resorption parameters (N.Oc/T.Ar, Oc.S/BS) and bone formation parameters (N.Ob/T.Ar, Ob.S/BS) in metaphyseal regions of the tibia were assessed by histomorphometric analyses. Scale bars, 100 μm. *Trap*, *CathK* (**g**), *Col1a1* and *Runx2* (**h**) expression in bone from mice shown in (**d**). Values for control group were set as 1. *P < 0.05, **P < 0.01, ***P < 0.001

To further confirm whether HIF-1α activation in B cells affects bone homeostasis, we used *Mb1*-cre (*Mb1*^cre/+^) mice to generate B cell-specific conditional knockout mice. First, we characterized the specificity of the *Mb1*-cre line by breeding *Mb1*^cre/+^ mice to Ai14 tdTomato reporter mice. As expected, only the B cell population showed positivity for tdTomato expression. (Fig. S2a, b). Next, mice with B cell-specific deletion of *Vhl* (*Vhl*^f/f^*Mb1*^cre/+^) were generated. As expected, sustained HIF-1α signaling in B cells was observed in *Vhl* conditional knockout mice (Fig. S2c). Since HIF-1α is not the only substrate for the VHL protein, *Vhl*^f/f^*Hif1a*^f/f^*Mb1*^cre/+^ double knockout mice were also generated to address the specific role of HIF-1α signaling activation in bone homeostasis. Tibial bone parameters were evaluated in *Vhl*^fl/fl^*Mb1*^cre/+^ and control *Mb1*^cre/+^ mice by micro-computed tomography (μCT) analyses. *Vhl* deletion in B cells caused an osteopenic phenotype in 8-week-old female *Vhl*^f/f^*Mb1*^cre/+^ mice relative to WT controls (Fig. 1d). Bone loss in *Vhl*^f/f^*Mb1*^cre/+^ mice was coupled with increased TRAP^+^ osteoclast and osteoclast-specific gene expression, *Trap* and *CathK*, whereas no difference was found in osteoblast cells and the osteoblast-specific genes *Col1a1* and *Runx2* (Fig. 1e–h). Interestingly, B cell-specific deletion of *Hif1a* in the *Vhl*-deficient background reversed the osteopenic phenotype of the *Vhl*^f/f^*Mb1*^cre/+^ mice (Fig. 1d), which was consistent with the rescue of TRAP^+^ osteoclast number and osteoclast-specific gene expression in the double-deficient mice. Again, no significant difference was found in osteoblast parameters or osteoblast-specific gene expression (Fig. 1e–h). All these data suggest that activation of HIF-1α signaling in B cells enhances osteoclastogenesis and accelerates osteoporosis.

### HIF-1α directly regulates *Rankl* gene expression

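RNA of total bone marrow B cells from sham-operated mice (Sham) and ovariectomized mice (OVX) was sequenced in 3 libraries per group. Removal of the ovaries is used here as a model of estrogen deficiency. The B cells were isolated from bone marrow with magnetic beads. The paper's methods name RNA-Solv reagent or an RNeasy kit for the sequenced RNA, whereas the sample labels and the general RNA method of the supplement name Trizol. The authors deposited the number of reads counted on each of 54532 genes, listed by Ensembl identifier, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or the test and threshold behind its differentially expressed genes. In the Sham group 23838775, 27782698 and 24789682 reads were counted for replicates 1, 2 and 3, and in the OVX group 24526779, 28963167 and 33136701. A symbol was found for 54409 of the identifiers. After edgeR's filter on low counts 15305 genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 1.6, the fold near which the lines of Fig. 2b are drawn. No gene was called higher or lower in OVX, and the lowest adjusted p-value was 0.811 in edgeR's quasi-likelihood test. At an unadjusted p-value under 0.05 there were 574 genes, 225 higher and 349 lower in OVX, where chance alone gives 765. The alternative that moved this number most was leaving out Sham replicate 1, which gave 2698 such genes and again no called gene. In counts simulated with the means, spread and library sizes of these 6 libraries, the same test called 39 of 200 genes changed 1.6-fold, 104 of 200 changed 2-fold and 156 of 200 changed 4-fold. The libraries also differed in transcripts of other cells, and 18 neutrophil genes held between 0.113% and 0.964% of the counts. The HIF-1α ChIP-seq libraries were not analysed here.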

To understand how HIF-1α signaling modulates B cells during estrogen deficiency-induced bone loss, RNA sequencing (RNA-seq) analysis and HIF-1α ChIP-sequencing (ChIP-seq) analysis were performed on bone marrow B cells from mice that received sham or OVX surgery. 

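Tnfsf11, which encodes RANKL and is listed as ENSMUSG00000022015, was counted with 10, 44 and 9 reads in Sham replicates 1, 2 and 3 and with 9, 3 and 19 reads in OVX replicates 1, 2 and 3. Its level was 0.349 ± 0.235 CPM in OVX and 0.778 ± 0.669 in Sham (SD, n = 3 per group). The log2 fold change of OVX against Sham was -1.15 (standard error 0.76, adjusted p = 0.811 from edgeR's quasi-likelihood test). The groups overlapped (two-sided exact permutation test, p = 0.5, where 3 libraries against 3 allow no p below 0.1). At these counts no difference was detected. The log2 fold change was -0.15 without Sham replicate 2, -0.72 without OVX replicate 2 and -1.74 without OVX replicate 3. Gnaz (ENSMUSG00000040009) had the highest log2 fold change among the 22 genes of Table S1, 0.98 (standard error 0.33, adjusted p = 0.811 from the same test). Its level was 3.26 ± 1.34 CPM in OVX and 1.65 ± 0.158 in Sham (SD, n = 3 per group), and every OVX library lay above every Sham library (two-sided exact permutation test, p = 0.1). Without OVX replicate 3, which held the highest count of Gnaz, its log2 fold change was 0.61. A list of megakaryocyte genes also held its highest share of the counts in OVX replicate 3, 0.0364%. Which cells supplied the reads of Gnaz was not tested. Parvb (ENSMUSG00000022438) had a log2 fold change of 0.52 (standard error 0.24), which was 0.20 without OVX replicate 3. Kalrn (ENSMUSG00000061751), which the paper's list spells Kalm, had a log2 fold change of 0.51 (standard error 0.23), which was 0.29 without Sham replicate 2. For both, the OVX and Sham libraries overlapped. Over the 22 genes, which include Cnbd2 under the spelling Cndb2, 15 were higher and 7 lower in OVX, with a median log2 fold change of 0.32 and a range from -1.15 to 0.98. None was called over all genes tested and none when adjusted over the list alone, with 1 gene, Gnaz, at an unadjusted p-value under 0.05. Because the study chose the list on these libraries, the adjustment over the list alone is not independent evidence. Leaving out one library at a time gave a median from 0.09 without OVX replicate 3, with 11 genes higher, to 0.54 without OVX replicate 1, with 17 genes higher, and 0.19 without Sham replicate 3. With the neutrophil share of each library as a covariate, a choice made after the data were seen, 6 of the 22 genes were higher and the median was -0.07. That covariate partly follows the groups and costs a degree of freedom. For 8 of the 22 genes, Tnfsf11, Kitl, Aif1 and Nr1h3 among them, the 2 highest levels were in Sham replicate 2 and OVX replicate 3, as for the macrophage transcript C1qa. Which cells supplied the reads of these genes was not tested. The paper set its upregulated genes beside the genes bound in its HIF-1α ChIP-seq, and from the overlap it concludes that HIF-1α regulates their transcription.

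**Figure D2:**
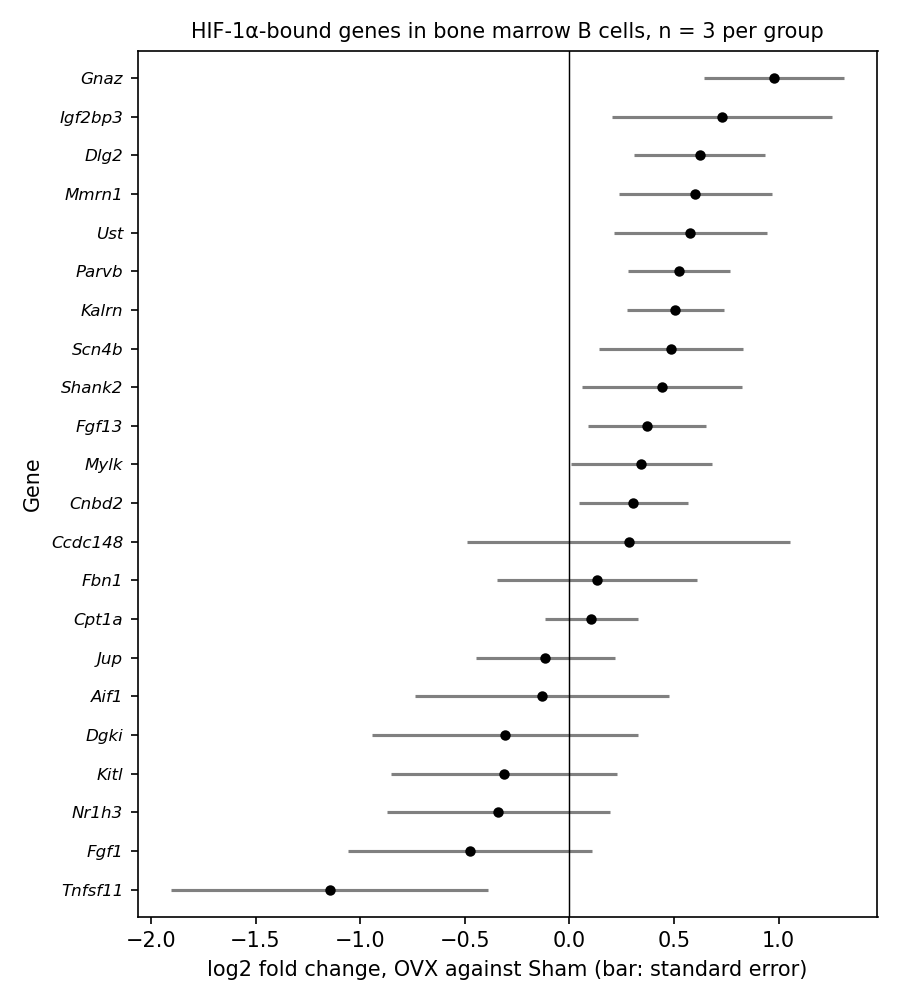
Log2 fold change of OVX against Sham (x axis) for each of the 22 genes (y axis) in bone marrow B cells, with 3 libraries per group. Points are the fitted values and bars the standard errors. Gnaz is at 0.98 and Tnfsf11 at -1.15, and 15 of the 22 lie above 0.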

Out of the 111 upregulated genes and the 2954 HIF-1α binding genes under estrogen-deficient conditions, we identified 22 genes (*Tnfsf11*, *Jup*, *Ust*, *Gnaz*, *Kitl*, *Aif1*, *Kalm*, *Mylk*, *Parvb*, *Cpt1a*, *Fgf1*, *Fgf13*, *Dlg2*, *Shank2*, *Dgki*, *Igf2bp3*, *Mmrn1*, *Ccdc148*, *Nr1h3*, *Fbn1*, *Cndb2*, *Scn4b*), including *Rankl (Tnfsf11)*, that were transcriptionally regulated by HIF-1α in total bone marrow B cells during estrogen deficiency (Fig. 2a–c) (Table S1). To further dissect whether *Rankl* expression in bone marrow B cells was dependent on HIF-1α expression, WT and *Hif1a*-deficient bone marrow B cells were cultured under normoxic or hypoxic conditions. RNA-seq analysis identified vast number of genes upregulated in WT B cells under hypoxic culture relative to WT B cells under normoxic culture, whereas a much smaller number of genes reduced in *Hif1a*-deficient B cells relative to control B cells with hypoxic culture (Fig. 2d). *Rankl (Tnfsf11)* was one of the genes increased in WT B cells under hypoxia but to a much lesser extent in *Hif1a*-deficient B cells (Fig. 2e). Quantitative RT–PCR and flow cytometry confirmed that hypoxia-induced HIF-1α signaling led to increased RANKL mRNA and protein levels (Fig. 2f, g). Moreover, increased RANKL expression was abolished in *Hif1a*-deficient bone marrow B cells under hypoxic conditions, which indicates that hypoxia-induced RANKL production by B cells is dependent on HIF-1α signaling (Fig. 2f, g).

**Fig. 2:**
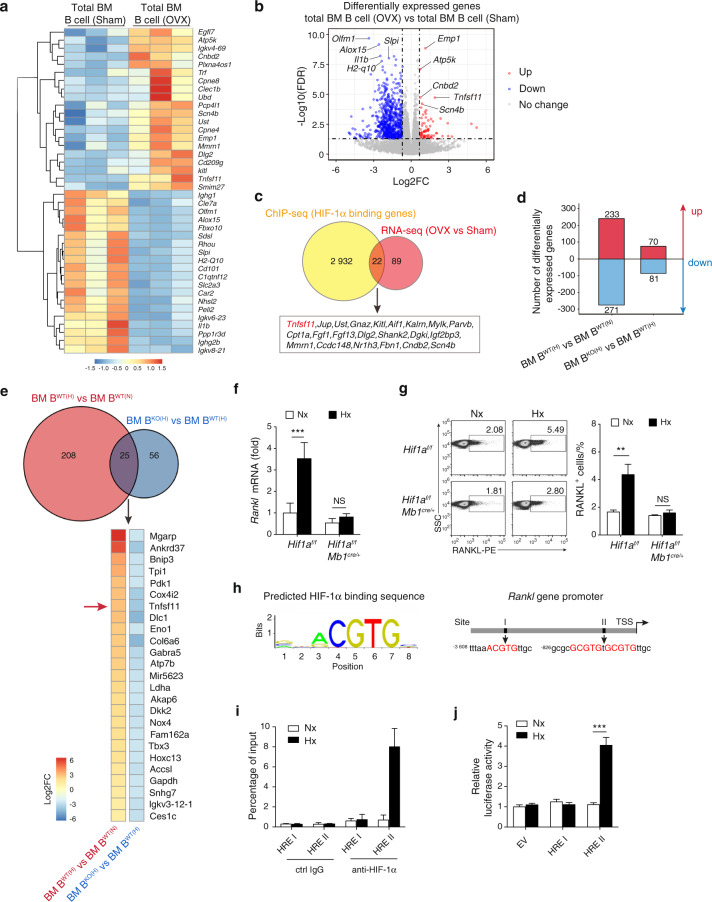
HIF-1α signaling activation in B cells enhances RANKL production. **a** Differentially expressed genes in total B cells from bone marrow of sham control (Sham) or ovariectomized (OVX) mice (*n* = 3). **b** Volcano plot of RNA-seq analysis of total B cells from bone marrow of Sham and OVX mice showing upregulated and downregulated genes (*n* = 3). **c** Experimental outline that led to the discovery of RANKL (*Tnfsf11*) as a HIF-1α target gene during ovariectomy-induced bone loss. **d** Number of differentially expressed genes in WT and *Hif1a*-deficient bone marrow B cells after normoxic or hypoxic culture for 12 h. WT B cells under hypoxia, B^WT (H)^; WT B cells under normoxia, B^WT (N)^; *Hif1a*-deficient B cells under hypoxia, B^KO (H)^; *Hif1a*-deficient B cells under normoxia, B^KO (N)^. **e** Venn diagram depicting overlap of differentially expressed genes between hypoxic WT B cells versus normoxic WT B cells (red circle) and hypoxic *Hif1a*-deficient B cells versus hypoxic WT B cells (blue circle). Heatmap showing the commonly differentially expressed genes. Color scale indicates Log_2_ fold change. **f** *Rankl* mRNA expression in *Hif1a*-deficient B cells or control B cells after normoxic (Nx) or hypoxic (Hx) culture for 12 h (*n* = 6). **g** RANKL expression in B cells isolated from the bone marrow of *Hif1a*^f/f^ or *Hif1a*^f/f^*Mb1*^cre/+^ mice after normoxic (Nx) or hypoxic (Hx) culture for 24 h (*n* = 6). **h** Transcription factor HIF-1α binding sequence in the JASPAR database (left) and schematic analysis of hypoxia response elements (HREs) on the *Rankl* promoter (right). **i** ChIP assays showing the binding of HIF-1α to the *Rankl* promoter in total bone marrow B cells after normoxic (Nx) or hypoxic (Hx) culture for 12 h (*n* = 3). **j** Luciferase reporter assay in CH12F3 cells transfected with empty vector (EV) or HRE constructs (I and II) after normoxic (Nx) or hypoxic (Hx) culture for 24 h (*n* = 3). **P < 0.01, ***P < 0.001

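Of the 20 genes that Fig. 2a draws as higher in OVX, 19 passed the filter on low counts. In the deposited counts 15 of the 19 were higher in OVX, with a median log2 fold change of 0.49, and Tnfsf11, Kitl, Ubd and Cd209g were lower. All 20 genes drawn as lower in OVX were lower, with a median of -1.03 and a range from -2.43 to -0.23. None of these genes was called in either direction, and none was called when adjusted over either list alone. Since the figure shows genes chosen on these libraries, such an adjustment is not independent evidence. At an unadjusted p-value under 0.05 there were 2 genes of the first list and 6 of the second. All OVX libraries lay above all Sham libraries for 2 of the 19 genes, Atp5k and Igkv4-69, which are also the 2 at an unadjusted p-value under 0.05. All lay below them for 2 of the 20, Ighg1 and Peli2. Chance separates the groups in 10% of genes over both directions together, and in fewer in 1 named direction. Atp5k (ENSMUSG00000050856) had 31.4 ± 5.71 CPM in OVX and 23.3 ± 1.15 in Sham (SD, n = 3 per group) and a log2 fold change of 0.43 (standard error 0.14, adjusted p = 0.811 from edgeR's quasi-likelihood test). Olfm1 (ENSMUSG00000026833) fell by 2.43 on the log2 scale (standard error 0.86, adjusted p = 0.811 from the same test), from 2.40 ± 2.14 CPM in Sham to 0.457 ± 0.421 in OVX (SD, n = 3 per group). Its 120 reads in Sham replicate 3 exceeded the 18 and 46 reads of the other Sham libraries, and without that library the log2 fold change was -1.43. The immunoglobulin genes in Fig. 2a belong to families of similar sequence whose reads the authors' counting could have split, so their values are uncertain. With the covariate for the neutrophil share, 5 of the 19 genes were higher and 13 of the 20 lower in OVX. That covariate partly follows the groups, with a mean share of 0.525% in Sham and 0.217% in OVX, and costs a degree of freedom. These counts therefore do not show that neutrophils set the directions.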

Since HIF-1α is a potent transcription factor, we investigated whether *Rankl* gene expression is transcriptionally regulated by HIF-1α. Bioinformatics promoter analysis using the JASPAR database with the HRE consensus core (A/GCGTG) revealed two HRE putative regions (I, II) in the *Rankl* promoter (Fig. 2h). We showed that HIF-1α bound to the HRE II region under hypoxic conditions using a chromatin immunoprecipitation (ChIP) assay (Fig. 2i). Next, luciferase reporter assays with putative HRE constructs were performed in the B cell line CH12F3. As expected, only the luciferase activity of the HRE II construct was increased under hypoxic conditions, suggesting that HIF-1α induces *Rankl* transcription by binding to the HRE II region (Fig. 2j). Collectively, these data demonstrate that HIF-1α directly binds to the *Rankl* promoter and regulates RANKL expression in bone marrow B cells during estrogen deficiency-induced osteoporosis.

### Deletion of HIF-1α in B cells partially protects against ovariectomy-induced osteoporosis through RANKL-mediated osteoclastogenesis

Because B cell-derived RANKL is able to induce osteoclastoogenesis,^20^ we speculated that HIF-1α activation in B cells controls bone resorption during menopausal bone loss. To address our hypothesis, we performed OVX or sham surgery in *Hif1a*^f/f^*Mb1*^cre/+^ mice and littermate controls. No difference was observed in bone mass between *Hif1a*^f/f^*Mb1*^cre/+^ mice and their littermate controls in the sham-operated groups, whereas B cell-specific *Hif1a*-deficient mice were partially resistant to osteoporosis induced by OVX (Fig. 3a). We found that the bone volume fraction (BV/TV) in ovariectomized *Hif1a*^f/f^*Mb1*^cre/+^ mice was reduced by 41.77% compared to that in sham-operated *Hif1a*^f/f^*Mb1*^cre/+^ mice, and the BV/TV in ovariectomized *Hif1a*^f/f^ control mice was reduced by 62.65% compared to that in sham-operated controls. In addition, reduced osteoclast number and osteoclast-specific gene expression were found in *Hif1a*^f/f^*Mb1*^cre^ mice subjected to OVX (Fig. 3b, d). No difference in osteoblast number or osteoblast-specific gene expression between sham-operated and ovariectomized control mice when compared to the respective mutant mice was observed (Fig. 3c, e).

**Fig. 3:**
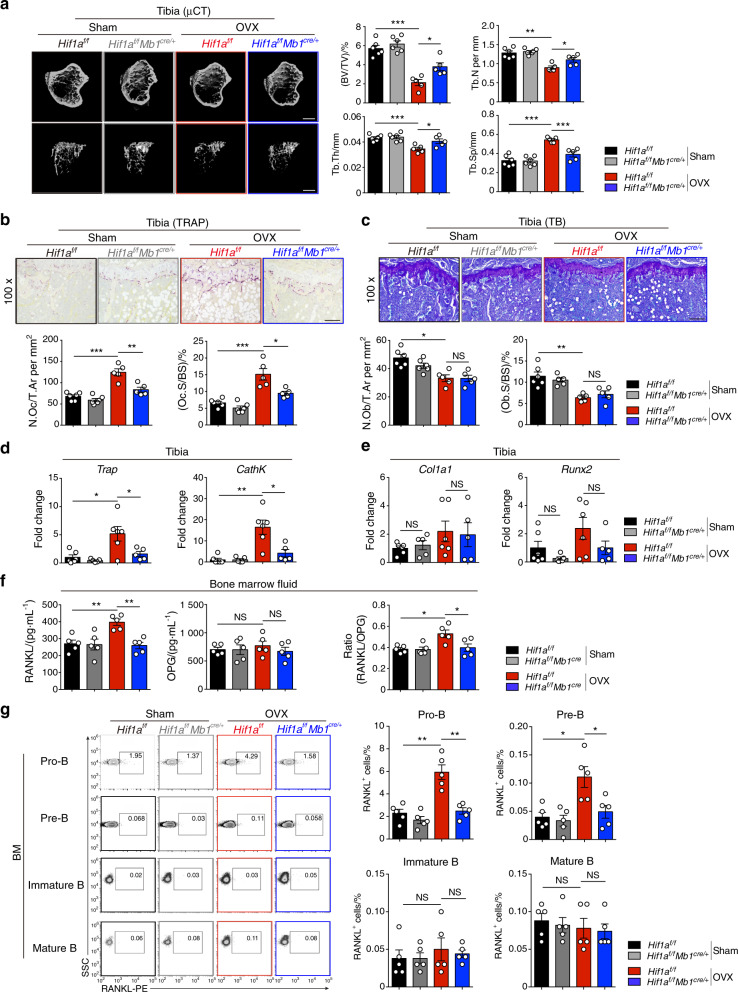
Loss of HIF-1α in B cells partially inhibits ovariectomy-induced bone loss through RANKL-mediated osteoclastogenesis. **a** Representative μCT images of tibial trabecular bone and structural parameters (BV/TV, Tb.N, Tb.Th, Tb.Sp) in sham-operated (Sham) and ovariectomized (OVX) *Hif1a*^f/f^*Mb1*^cre/+^ mice and *Hif1a*^f/f^ littermate control mice (*n* = 5, 6). Scale bars, 500 μm. Representative TRAP staining (**b**) and TB staining (**c**) in tibia from mice shown in (**a**). Bone resorption parameters (N.Oc/T.Ar, Oc.S/BS) and bone formation parameters (N.Ob/T.Ar, Ob.S/BS) in metaphyseal regions of the tibia were assessed by histomorphometric analyses. Scale bars, 100 μm. *Trap*, *CathK* (**d**), *Col1a1* and *Runx2* (**e**) mRNA expression in bone from mice shown in (**a**). **f** RANKL and OPG levels and the RANKL/OPG ratio in bone marrow fluid from mice shown in (**a**). **g** Representative plots and frequencies of RANKL^+^ cells in B cell subpopulations from mice as in (**a**). *P < 0.05, **P < 0.01, ***P < 0.001

RANKL production by immune cells from ovariectomized or sham-operated mice was examined. Interestingly, only B cells in bone marrow, but not other immune cell populations, showed increased RANKL production after OVX surgery (Fig. S3a–d). Since RANKL expression was strikingly high in the Pro-B and Pre-B subsets (Fig. S3e, f), RANKL production was quantified in B cell subsets in *Hif1a*^f/f^*Mb1*^cre/+^ and littermate control mice. In line with the lack of RANKL expression in *Hif1a*-deficient B cells in vitro (Fig. 2), RANKL levels in bone marrow fluid and Pro-B/Pre-B cells were decreased in ovariectomized *Hif1a*^f/f^*Mb1*^cre/+^ mice compared to littermate mice, whereas OPG levels were not affected (Fig. 3f, g) (Fig. S3g). Thus, all these results imply that HIF-1α signaling in B cells is required for estrogen deficiency-induced osteoporosis by regulating B cell-derived RANKL production.

### Estrogen controls HIF-1α stabilization by regulating HSP70 expression

To explore the molecular mechanism involved in abnormal activation of HIF-1α signaling during OVX-induced osteoporosis, we dissected the transcriptional network in total bone marrow B cells treated with estrogen (1 μmol·L^**−**1^) or vehicle by RNA-seq. Our analysis revealed that HSP70 (*Hspa1a*), which is responsible for protein degradation,^27^ was upregulated in estrogen-treated B cells (Fig. 4a, b). Moreover, enriched bone marrow B cells were cultured with estrogen under hypoxic conditions. Under this condition, only *Hspa1a*, but not *Hsp90aa/b1* or *Hif1a*, was induced by estrogen in a dose-dependent manner (Fig. 4c), suggesting that estrogen-induced HSP70 expression may regulate HIF-1α protein.

**Fig. 4:**
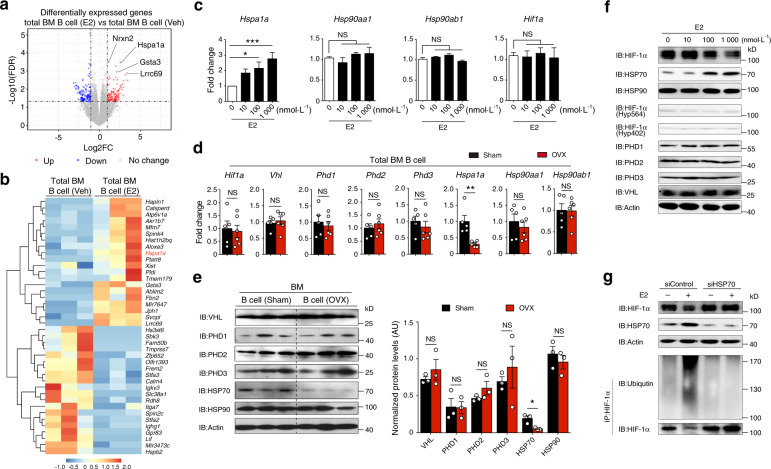
Estrogen controls HIF-1α stabilization via the HSP70-mediated degradation pathway. **a** Volcano plot of RNA-seq analysis of estrogen (E2) (1 μmol·L^**−**1^)-treated versus vehicle (Veh)-treated WT bone marrow B cells under hypoxic conditions showing genes upregulated and downregulated, respectively, with a fold change (FC) higher than 2. **b** Heatmap of differentially expressed genes found within gene sets displayed in (**a**). **c** *Hspa1a*, *Hsp90aa1*, *Hsp90ab1* and *Hif1a* mRNA expression in B cells treated with the indicated concentration of estrogen (E2) under hypoxia for 12 h (*n* = 3). Values for the control group were set as 1. **d** *Hif1a*, *Vhl*, *Phd1*, *Phd2*, *Phd3*, *Hspa1a*, *Hsp90aa1*, and *Hsp90ab1* mRNA expression in B cells from the bone marrow of sham control (Sham) and ovariectomized (OVX) mice. **e** Levels of VHL, PHD1, PHD2, PHD3, HSP70, and HSP90 protein in isolated B cells from the bone marrow of OVX and Sham control mice (*n* = 3). **f** HIF-1α, HSP70, HSP90, hydroxylated HIF-1α (P564 and P402 sites), PHD1, PHD2, PHD3, VHL and β-actin expression in isolated bone marrow B cells with the indicated concentration of estrogen (E2) treatment under hypoxic culture for 24 h. **g** HIF-1α, HSP70 and β-actin expression in bone marrow B cells transfected with control or HSP70 siRNA lentivirus under hypoxic culture for 24 h. MG132 (100 μmol·L^**−**1^) was added to HIF-1α immunoprecipitation samples. *P < 0.05, **P < 0.01, ***P < 0.001

We also investigated the relevance of hypoxia to HIF-1α protein stabilization within the osteoporotic bone marrow niche during OVX-induced osteoporosis. The expression levels of enzymes involved in the oxygen-dependent HIF-1α degradation pathway, such as VHL, PHD1, PHD2, and PHD3, were identical in B cells from the bone marrow of OVX and sham control mice (Fig. 4d, e). When investigating the HSP pathway, which mediates oxygen-independent HIF-1α protein degradation, we found that the mRNA and protein levels of HSP70 (*Hspa1a*), but not HSP90 (*Hsp90aa/b1*), were reduced in B cells isolated from estrogen-deficient mice (Fig. 4d, e). Since HSP70 expression is regulated by heat shock factors (HSFs),^33^ we examined *Hsf1* and *Hsf2* mRNA induction and found increased *Hsf1* gene transcription in estrogen-treated B cells (Fig. S4a). In addition, three putative estrogen-responsive elements (EREs) were found on the *Hsf1* promoter using the JASPAR database (Fig. S4b). By chromatin immunoprecipitation (ChIP) assay, we showed that ERα binds to the ERE I and ERE II regions of the *Hsf1* promoter (Fig. S4c). Moreover, HSP70 expression was reduced in B cells when the *Hsf1* gene was knocked down, indicating that estrogen-induced HSP70 expression is dependent on HSF1 expression (Fig. S4d). Thus, the binding of estrogen to the ERα activates *Hsf1* transcription and HSP70 expression.

To delineate the pathway of estrogen-induced HIF-1α degradation, total bone marrow B cells were incubated with estrogen under hypoxia. Notably, reduced HIF-1α protein levels and hypoxia-related gene expression were observed in estrogen-treated B cells (Fig. 4f) (Fig. S5a). In addition, the levels of VHL, PHD1, PHD2, PHD3, and HIF-1α hydroxylation showed no difference in estrogen-treated B cells relative to control B cells (Fig. 4f). Enhanced HIF-1α ubiquitination and HIF-1α degradation induced by estrogen in B cells were abolished when HSP70 was knocked down by siHSP70 lentivirus (Fig. 4g), indicating that HIF-1α protein stability regulated by estrogen occurs in an HSP70-dependent manner. Furthermore, HSP70 overexpression led to increased HIF-1α ubiquitination and reduced hypoxia-related gene expression (Fig. S5b, c). Altogether, our data suggest that estrogen controls HIF-1α stabilization via HSP70-mediated degradation.

### The HSP70/HIF-1α axis controls RANKL production in B cells and modulates osteoclastogenesis

To investigate the effect of HSP70 expression on HIF-1α signaling and RANKL production in vivo, we crossed *Mb1*^cre/+^ mice with the Cre-inducible diphtheria toxin receptor (iDTR) mouse strain, resulting in mice with B cells expressing the DTR.^34^ Systemic B cell depletion was observed in *Mb1*^cre/+^/iDTR mice with daily DT injection (200 ng·d^−1^), and adoptive transfer of bone marrow B cells transfected with siHSP70 lentivirus or control lentivirus was performed in *Mb1*^cre/+^/iDTR recipient mice (Fig. 5a). In WT mice, DT injections did not alter the trabecular bone volume or osteoclast or osteoblast formation during the whole experimental process (Fig. S6a–c). Interestingly, enhanced HIF-1α expression and RANKL production were observed in HSP70-deficient B cells relative to control B cells in recipient mice (Fig. 5b, c). In addition, mice transferred with HSP70-deficient B cells displayed increased osteoclast numbers and surfaces compared to control mice (Fig. 5d), suggesting that HSP70 deficiency in bone marrow B cells enhances HIF-1α signaling activation and RANKL-mediated osteoclastogenesis.

**Fig. 5:**
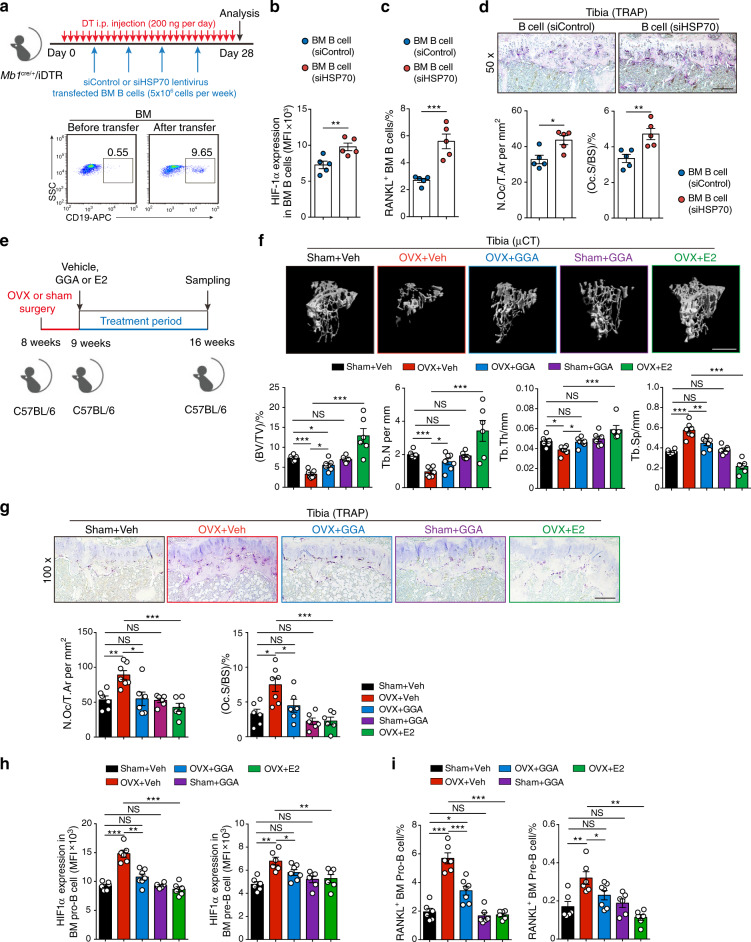
The HSP70/HIF-1α axis controls RANKL production in B cells and modulates osteoclastogenesis. **a** Scheme of adoptive transfer of siControl or siHSP70 lentivirus-transfected bone marrow B cells (5 × 10^6^ cells per week) into female recipient *Mb1*^cre/+^/iDTR mice treated daily i.p. injection of DT (200 ng·d^−1^) for 28 days. **b** HIF-1α expression in B cells from the bone marrow of *Mb1*^cre/+^/iDTR recipient mice. **c** Frequencies of RANKL^+^ B cells from the bone marrow of *Mb1*^cre/+^/iDTR recipient mice. **d** Representative TRAP staining and histomorphometry of N.Oc/T.Ar, Oc.S/BS were analyzed in tibia from mice shown in (**b**). Scale bars, 200 μm. **e** Experimental scheme of pharmacological induction of HSP70 by GGA in osteoporotic mice. **f** Representative μCT images of tibial trabecular bone and structural parameters (BV/TV, Tb.N, Tb.Th, Tb.Sp) in mice post sham surgery with vehicle (Veh) or GGA treatment, as well as OVX surgery with vehicle (Veh), GGA or estrogen (E2) treatment (*n* = 6, 7). Scale bars, 500 μm. **g** Representative TRAP staining and bone resorption parameters (N.Oc/T.Ar, Oc.S/BS) were analyzed in tibia from mice shown in (**f**) Scale bars, 100 μm. **h** HIF-1α expression in Pro-B and Pre-B populations from mice shown in (f). **i** Frequencies of RANKL^+^ Pro-B and Pre-B populations from mice shown in (**f**). *P < 0.05, **P < 0.01, ***P < 0.001

Geranylgeranylacetone (GGA) has been shown to enhance HSP70 expression in vitro and in vivo.^35–37^ After treatment of WT mice with GGA (400 mg·kg^−1^) by oral administration, HSP70 (*Hspa1a*) gene expression was significantly increased (Fig. S6d). To further investigate whether GGA treatment can inhibit bone loss, C57BL/6 WT mice that received OVX or sham surgery were treated with vehicle, GGA or estrogen as described in Fig. 5e. Treatment with GGA attenuated OVX-induced osteopenia, increasing BV/TV and trabecular numbers in the tibia (Fig. 5f). In sham-operated mice, GGA treatment had no detectable effects on bone architecture (Fig. 5f). Reduced osteoclast numbers and surfaces were observed in GGA-treated ovariectomized mice compared to vehicle-treated ovariectomized mice (Fig. 5g). Moreover, intracellular staining of HIF-1α and RANKL in the Pro-B and Pre-B populations showed low-level expression after GGA treatment (Fig. 5h, i), suggesting that GGA-induced HSP70 expression suppresses HIF-1α signaling activation and consequently RANKL production. Thus, the HSP70/HIF-1α axis in B cells controls RANKL-mediated osteoclastogenesis in vivo.

### *RANKL* gene expression correlates with *HIF1A* gene expression in human B cells

We also investigated HIF-1α and RANKL expression during human B lymphopoiesis. Cord blood-derived CD34^+^ cells were cultivated under B-cell differentiation conditions as previously described^38^ and progressively developed into Pro-B, Pre-B, and immature B cells (Fig. 6a). We observed increased mRNA expression of *HIF1A* and *RANKL* up to day 21, when the culture was enriched in the Pro-B and Pre-B populations, which remained high at day 28 when cells were mostly Pre-B cells (Fig. 6a). As mRNA analysis of the culture cannot distinguish the individual expression within a specific population, we studied the expression of HIF-1α and RANKL protein by flow cytometry. The Pro-B and Pre-B populations displayed the expression of both RANKL and HIF-1α (Fig. 6b, c). To further define whether *RANKL* expression correlates with *HIF1A* expression in human B cells, *RANKL* and *HIF1A* mRNA expression profiles in the public gene expression database GSE14714 were analyzed. Similar *RANKL* and *HIF1A* mRNA expression was observed in bone marrow B cell subsets during B cell differentiation in vivo (Fig. 6d). Interestingly, a positive correlation between *RANKL* and *HIF1A* expression was observed in B cells but not in CLP cells (Fig. 6e).

**Fig. 6:**
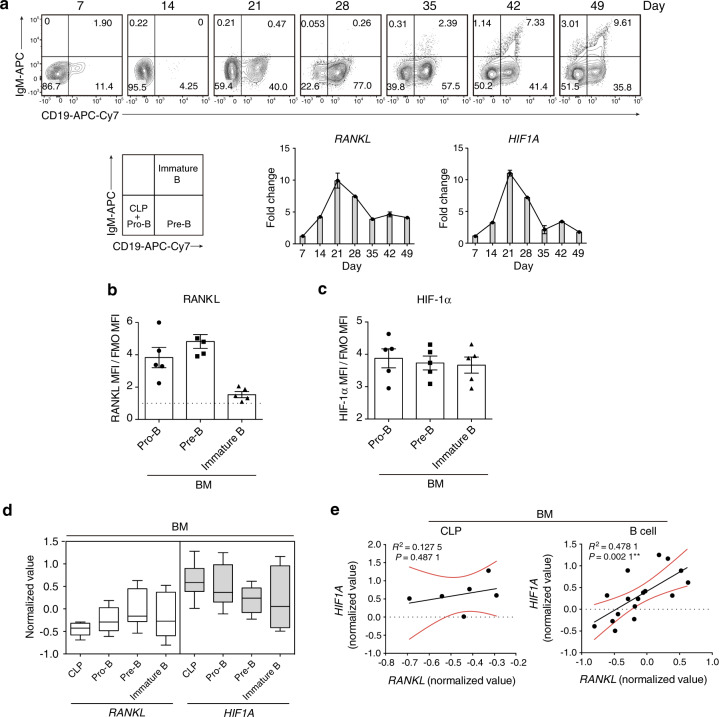
*RANKL* gene expression is associated with *HIF1A* gene expression in human B cells. **a** Progressive development of cord blood-derived human CD34^+^ cells under B cell differentiation conditions for 49 days. *RANKL* and *HIF1A* gene expression was examined at the indicated time points (*n* = 3). RANKL (**b**) and HIF-1α (**c**) expression in human CD34^+^ cell-derived Pro-B, Pre-B, and immature B populations. **d** Normalized expression values of *RANKL* and *HIF1A* in human CLP, Pro-B, Pre-B, and immature B populations from the public gene expression database GSE14714. Bounds of boxes and whiskers represent the min-to-max normalized value of gene expression in each population. Medians are indicated in each box as centerline. **e** Correlation between *HIF1A* and *RANKL* expression values in human CLP and bone marrow B cells from the public gene expression database GSE14714 (*R*^2^ and *P* values are indicated). **P < 0.01 by Pearson’s test (**e**)

With the evidence of the HSP70 inducer GGA as a drug improving bone resorption in a murine OVX model, we also investigated the potential association between *HSP70*, *RANKL*, or *HIF1A* gene expression and bone mineral density in postmenopausal patients. To this end, we used a set of publicly available genomics data deposited in GSE (accession no. GSE7429), where DNA microarray experiments were performed using circulating B cells obtained from 10 postmenopausal women.^39^ In this dataset, the *HSP70 (HSPA1A)* gene expression level was positively associated with the BMD Z-score, suggesting that HSP70 might be a potent therapeutic target for osteoporosis (Fig. S7).

## Discussion

In this article, we describe a new function of HIF-1α in bone marrow B cells. HIF-1α controls RANKL production in B cells, thereby locally enhancing osteoclast differentiation and contributing to bone metabolism. Activation of HIF-1α signaling in B cells was suppressed by estrogen-mediated HSP70 expression (Fig. 7). Accordingly, treatment with the HSP70 inducer GGA ameliorated OVX-induced bone loss.

**Fig. 7:**
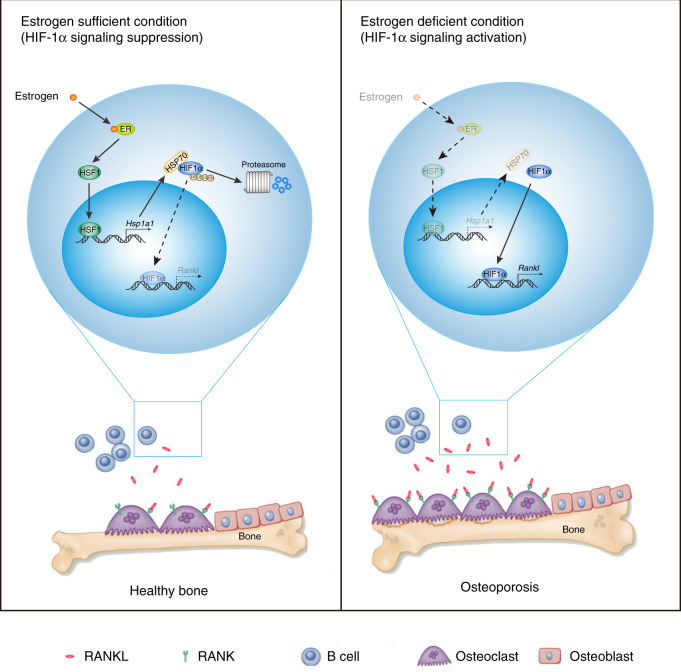
HIF-1α signaling in B lymphocytes regulates bone homeostasis through RANKL-mediated osteoclastogenesis.

Regulatory factors from immune cells have been implicated in many disorders of low bone mass, including postmenopausal osteoporosis, hyperparathyroidism, periodontal infection and rheumatoid arthritis.^20,40–43^ During bone loss, a marked increase in inflammatory cytokines was observed. These inflammatory cytokines enhance osteoclast precursor formation, inhibit osteoblast proliferation and enhance osteoporosis.^44^ However, the RANK/RANKL/OPG signaling pathway is the final common effector system, which regulates the equilibrium between bone formation and resorption.^19,45,46^ Pre-B leukemia cells have been shown to produce high levels of RANKL, which are sufficient to reduce bone mass in acute lymphoblastic leukemia (ALL).^47^ Our study demonstrated that Pro-B and Pre-B cells with high HIF-1α expression produce more RANKL than immature/mature B cells with low HIF-1α expression, consistent with recent findings that HIF-1α activity in bone marrow B cells varies at different developmental stages within the bone niche.^48^

Previous studies have shown that mTORC1 controls RANKL/OPG expression in B cells through inactivation of Akt and downregulation of β-catenin.^21^ However, the influence of the hypoxic microenvironment in bone marrow on B cell-derived RANKL production remains poorly understood. Herein, we demonstrated the binding of HIF-1α to the *Rankl* promoter, indicating that HIF-1α is a key transcription factor for RANKL production in B cells and subsequent osteoclastogenesis and bone resorption. Interestingly, our data show that Pro-B and Pre-B cell populations but not other immune cell populations have an increased level of RANKL production under estrogen-deficient conditions, and the different estrogen intracellular signaling in these immune cell populations may explain this increase.

Based on our findings, we propose that estrogen allows the maintenance of the HIF-1α protein at an optimal level under steady-state conditions. Under estrogen-deficient conditions, however, an excess of RANKL is produced by bone marrow B cells that show constitutively activated HIF-1α signaling. RNA-seq and ChIP-seq analysis data showed that out of 2954 HIF-1α binding genes, 22 were transcriptionally dysregulated under estrogen-deficient conditions. Among them, the most relevant gene for bone homeostasis was RANKL (*Tnfsf11*), while others (*Jup*, *Ust*, *Gnaz*, *Kitl*, *Aif1*, *Kalm*, *Mylk*, *Parvb*, *Cpt1a*, *Fgf1*, *Fgf13*, *Dlg2*, *Shank2*, *Dgki*, *Igf2bp3*, *Mmrn1*, *Ccdc148*, *Nr1h3*, *Fbn1*, *Cndb2*, *Scn4b*) were related to cytoskeletal organization, cell migration and metabolism.

HSP family members, including HSP70 and HSP90, have been studied extensively in several bone diseases, such as osteosarcomas and osteoarthritis.^49^ The lower HSP70 expression level in B cells in the context of estrogen deficiency as well as the enhanced HSP70 expression during estrogen treatment suggest that HSP70 might serve as a pivotal regulator in HIF-1α-mediated RANKL production. The acyclic isoprenoid compound GGA, a known inducer of HSP70 expression through activation of HSF1, has been used in clinical antiulcer therapy.^50^ After in vivo GGA treatment, we observed suppression of HIF-1α signaling, a decrease in RANKL production and protection against osteoporosis. These results imply that the HSP70/HIF-1α axis is a potential therapeutic target for osteoporosis disorder treatment. Interestingly, we found a positive association of *HSPA1A* gene expression in circulating B cells with BMD Z-score in postmenopausal women. However, a correlation between *RANKL* and *HIF1A* gene expression was not detectable in this dataset, likely because of the low sample numbers, sampling limitations, and low stability of *HIF1A* in the peripheral microenvironment.^51,52^ Therefore, further studies on local bone marrow B cells from postmenopausal patients will be urgently needed to understand the role of B cell-specific HIF-1α signaling in postmenopausal osteoporosis.

In summary, we provide a novel molecular mechanism for the regulation of bone loss by HIF-1α signaling in bone marrow B cells. HIF-1α effectively binds to the HRE region in the *Rankl* promoter, leading to increased RANKL production and enhanced osteoclastogenesis in a model of postmenopausal osteoporosis. By modulating HSP70-mediated protein degradation, estrogen regulates HIF-1α levels and RANKL production. Moreover, pharmacological induction of HSP70 by GGA inhibits HIF-1α activation in bone marrow B cells, suppresses osteoclastogenesis and protects against estrogen deficiency-induced low bone mass. Collectively, HIF-1α expression in B cells regulates bone homeostasis via RANKL-mediated osteoclast formation.

## Materials and methods

### Animal experiments

*Hif1a*^f/f^, *Vhl*^f/f^, and *Mb1*^cre^ mice were previously described.^53–55^ We generated B cell-specific *Hif1a* or *Vhl* knockout mice by crossing *Hif1a*^f/f^ or *Vhl*^f/f^ mice with *Mb1*^cre^ mice. *Vhl*^f/f^ or *Hif1a*^f/f^ cre-negative or *Mb1*^cre/+^ heterozygous littermates were used as control mice. Bilateral OVX or sham surgery was performed as a surgical model of menopause in eight-week-old female *Hif1a*^f/f^ and *Hif1a*^f/f^ *Mb1*^cre^ mice. For the GGA or E2 treatment experiment, OVX or sham surgery was performed in eight-week-old female mice. One week after surgery, mice were orally given GGA (400 mg·kg^−1^) every other day for seven weeks. The E2 treatment group was used as the positive control group according to this protocol.^56^ To deplete bone marrow B cells in mice, iDTR transgenic mice were crossed with *Mb1*^cre^ mice. Ten-week-old female *Mb1*^cre/+^/iDTR mice were injected with 200 ng diphtheria toxin daily as previously described.^34^ Enriched CD19^+^ bone marrow B cells were transfected with siControl or siHSP70 plasmid lentiviral particles, and a total of five million transduced B cells were adoptively transferred into *Mb1*^cre/+^/iDTR mice once a week for four weeks. All mice were maintained at the animal facility of Friedrich-Alexander-Universität Erlangen-Nürnberg Faculty of Medicine, and experiments were approved by the Regierung von Mittelfranken ethics committee (55.2-2532-2-678).

### Flow cytometry

Single-cell suspensions were prepared and stained with the following antibodies: anti-CD4 (1:800), anti-CD8 (1:800), anti-CD45 (1:500), anti-CD11b (1:400), anti-Ly6G (1:400), anti-F4/80 (1:400), anti-IgD (1:200), anti-CD19 (1:400), anti-CD25 (1:200), anti-RANKL (1:100), anti-CD43 (1:200), anti-B220 (1:400), anti-IgM (1:200) and anti-HIF-1α (1:50). Gating strategies are included in Fig. S8.

### μCT analysis

The proximal metaphyses of the tibiae were scanned by a μCT 40 system (Scanco Medical AG, Switzerland) using previously described parameters.^57^ Segmentation of 3D volumes was conducted using the predefined script Open VMS from Scanco.

### RANKL and OPG measurements

Bone marrow fluid was collected as described previously.^58^ RANKL and OPG levels were measured by a DuoSet ELISA Development kit (R&D).

### Lentivirus transfection

Lentivirus preparation and B cell transduction were described previously.^59^ Briefly, 293T cells were cotransfected with psPax2 plasmid (Addgene), VSVG plasmid (Addgene), siControl plasmid, siHSP70 plasmid or siHSF1 plasmid (ABM, Richmond, BC, Canada), lenti-EV (empty vector) or lenti-HSP70 overexpression plasmid (Sinobiological) using Lipofectamine 2000 (Thermo Fisher). Supernatants were collected and filtered. Isolated bone marrow B cells were transduced by lentiviral particles by spin infection.

### Western blot and immunoprecipitation

Western blotting and immunoprecipitation were performed using previous methods.^60^ HIF-1α antibody (1:1 000, 10006421; Cayman), VHL antibody (1:1 000, sc-5575; Santa Cruz), PHD1 antibody (1:1 000, NB100-310; Novus), PHD2 antibody (1:1 000, NB100-2219; Novus), PHD3 antibody (1:1 000, NB100-303; Novus), HSP70 antibody (1:500, ADI-SPA-812; Enzolife), HSP90 antibody (1:500, sc-13119; Santa Cruz) and β-actin antibody (1:2 000, A2066; Sigma) were used for immunoblotting. Protein bands were quantified using ImageJ. For immunoprecipitation, nuclear extracts from cultured B cells were incubated with Dynabeads protein G and 5 μg anti-HIF-1α antibody (H1a67) overnight at 4 °C. Anti-HIF-1α, (1:1 000, 10006421; Cayman) anti-HSP70 (1:500, ADI-SPA-812; Enzolife) and anti-ubiquitin (1:500, sc-166553; Santa Cruz) antibodies were used for immunoblotting. Western blot source data are included in Fig. S9.

### Immunofluorescence, histology and histomorphometry

For immunofluorescence staining, sections were incubated with anti-HIF-1α antibody (1:50, H1a67, Novus) and anti-B220 antibody (1:100, RA3-6B2, Abcam) followed by incubation with AF488- and AF647-conjugated secondary antibodies (1:200, VECTOR). Fluorescence images were captured by a Zeiss confocal microscope. For histological analysis, serial paraffin sections were stained using an H&E staining kit (Carl Roth), Leukocyte Acid Phosphatase Kit (Sigma) or Toluidine Blue. For histomorphometry evaluation, a Nikon microscope equipped with a histomorphometry analysis system (OsteoMeasure; Osteometrics) was used. All samples were blinded for quantitative analysis.

### RNA sequencing and ChIP sequencing

RNA samples were prepared using RNA-Solv Reagent (Omega Bio-tek) or RNeasy kit (QIAGEN), and RNA sequencing was performed by Novogene (London, UK). RNA-seq data in this study were deposited in the GEO database with the accession IDs GSE163704, GSE163848, and GSE163849. ChIP experiments were performed using a ChIP-IT kit (Active Motif) followed by high-throughput Illumina sequencing. ChIP-seq data in this study were deposited in the GEO database with the accession ID GSE163704.

### Human material

The collection control BM was approved by the University Freiburg Ethics Committee (507/16). Control BM derived from otherwise healthy subjects undergoing orthopedic surgery or BM aspirate performed for exclusion of malignancy. All subjects provided informed consent. Umbilical cord blood (CB) was obtained with the approval of the University Freiburg Ethics Committee (353/07_120590).

### CD34^+^ cell isolation and culture

CD34^+^ cells were enriched from human CB or bone marrow using a CD34 MicroBead Kit (Miltenyi Biotec). CD34^+^ cells were cultivated in 96-well plates at 10^5^ cells per mL in Iscove’s medium with the addition of human IL-6, stem cell factor (SCF), and Flt3-L (25 ng·mL^**−**1^, Immunotools). After 7 days, cells were harvested and replated at 1 × 10^5^ cells per mL and incubated with human IL-7 (20 ng·mL^**−**1^, Immunotools), SCF and Flt3-L (25 ng·mL^**−**1^, Immunotools).

### Microarray datasets analysis

In the current study, we used gene expression (GSE14714 and GSE7429) datasets from NCBI. Sorted CLP, Pro-B, Pre-B, and immature B populations from six different healthy volunteers were enrolled in the GSE14714 program, while sorted circulating B cells in whole blood from ten low BMD patients were enrolled in the GSE7429 program.

### Statistical analysis

Two-tailed Student’s *t*-test were performed for comparisons between two groups. One-way analysis of variance (ANOVA) or two-way ANOVA was used for comparisons among multiple groups. Pearson’s test was performed for correlation. *P* < 0.05 was considered statistically significant. GraphPad Prism software 6.0 was used for all statistical analyses.

## Supplementary information

supplemental Information

## Data Availability

Data and materials will be made available upon request and, if applicable, material transfer agreements.

# Supplementary material for: Estrogen-mediated downregulation of HIF-1α signaling in B lymphocytes influences postmenopausal bone loss
**Source:** Bone Res. 2022 Feb 17;10:15. doi: 10.1038/s41413-022-00189-x
**Supplement:** Supplementary file 1 — supplemental Information

**Supplementary Information**

Supplementary methods

Supplementary Fig 1. HIF-1α signaling and estrogen intracellular signaling in immune cells from bone marrow, spleen and draining lymph nodes.

Supplementary Fig 2. *Mb1*-cre specificity and western blot analysis of HIF-1α, VHL expression in isolated bone marrow B cells from *Mb1*^cre/+^, *Vhl*^f/f^*Mb1*^cre/+^ and *Vhl*^f/f^*Hif1a*^f/f^*Mb1*^cre/+^ mice.

Supplementary Fig 3. RANKL expression in immune cell subsets from bone marrow, spleen and draining lymph nodes.

Supplementary Fig 4. Estrogen regulates HSP70 expression via transcriptional factor HSF1.

Supplementary Fig 5. Impact of estrogen treatment or HSP70 overexpression in bone marrow B cells on hypoxia-related gene expression.

Supplementary Fig 6. Impact of DT treatment on trabecular bone volume, osteoclast and osteoblast formation.

Supplementary Fig 7. The correlation of gene expression or body mass index with Spine Z-score in circulating B cells from blood of postmenopausal osteoporosis patients.

Supplementary Fig 8. FACS gating strategies.

Supplementary Fig 9. Western blot source data.

Supplementary Table 1. List of HIF-1α targeted gene name and function.

Supplementary Table 2. List of primers for qPCR, ChIP and subcloning.

**Supplementary methods**

**Animal Experiments**

Ai14 tdTomato reporter mice were kindly provided by Prof. Gerhard Krönke. To address *Mb1*-cre specificity, *Mb1*-cre mice were crossed with Ai14 tdTomato reporter mice. tdTomato expression was examined by cytometry in bone marrow B cell, CD4 T cell, CD8 T cell and myeloid cell from 6-weeks-old *Mb1*^cre/+^/tdTomato mice or control tdTomato mice. To test the side effect of DT injection on bone homeostasis, 8-week-old female C57BL/6 mice were i.p injected with 200 ng DT daily for 28 days.

**Bone marrow B cells isolation and culture**

For B cells isolation, resting bone marrow B cells were purified by anti-CD19 magnetic beads (MiltenyiBiotech) following the manufacturer’s instructions. The purified B cells population was > 95% CD19 positive cells. B cells were cultured in RPMI supplemented with 10% FCS, β-ME, penicillin (100 U/ml) and streptomycin (100 μg/ml) under normoxia (21% O_2_) or hypoxia (1% O_2_).

**Quantitative PCR analysis**

Total cell or tissue RNA was extracted using Trizol reagent (Invitrogen) and complementary DNA was synthesized by using High-Capacity cDNA Reverse Transcription Kit (Thermo Scientific) according to the manufacturer’s instructions. Quantitative PCR (QPCR) were performed using SYBR Green I-dTTP (Eurogentec). Specific primers used for QPCR are listed in Supplementary Table 2. The levels of gene mRNA expression were determined by evaluating the threshold cycle (Ct) of target gene after normalization against the Ct value of *Hprt* and calculated using the formula 2^-(Ct of target gene-Ct of^ *^Hprt^*^)^.

**Luciferase reporter assay**

HRE regions (I, II) of *Rankl* promoter were amplified by PCR from genomic DNA extracted from splenocytes in C57BL/6 WT mice and cloned into the pGL3 firefly reporter vector (Promega). CH12F3 cells were co-transfected with luciferase reporter construct and β-gal plasmid using electroporation. Transfected cells were cultured under normoxic (21% O_2_) or hypoxic (1% O_2_) conditions for 24 h. Cells were then lysed and luciferase activity was quantified and normalized to the activity of the co-transfected β-gal reporter gene.

**Chromatin immunoprecipitation (ChIP)**

For HIF-1α ChIP experiment, isolated bone marrow B cells were enriched from C57BL/6 WT mice and cultured in normoxia (21% O_2_) or hypoxia (1% O_2_) for 12 h. Next, chromatin immunoprecipitation experiments were performed with ChIP-IT Express kit (Active Motif) according to the manufacturer’s protocol. 10 μg anti-HIF-1α antibodies and control IgG, were used for the immunoprecipitation. For ERα ChIP experiment, isolated bone marrow B cells were enriched from C57BL/6 WT mice and cultured with or without estrogen treatment for 24 h. Next, chromatin immunoprecipitation experiments were performed with ChIP-IT Express kit (Active Motif) according to the manufacturer’s protocol. 10 μg anti-ERα antibodies and control IgG, were used for the immunoprecipitation. Primer sequence for HIF-1α and ERα binding site were shown in Supplementary Table 2.

**Supplementary Fig 1. HIF-1α signaling and estrogen intracellular signaling in immune cells from bone marrow, spleen and draining lymph nodes.**

**a** Representative plots and quantification of HIF-1α expression in CLP (Lin^-^IL7Ra^+^Sca1^+^cKit^+^) from sham-operated and ovariectomized mice (n=10 per group). MFI, mean fluorescence intensity. **b** Quantification of HIF-1α expression in CLP and Pro-B cells from sham-operated and ovariectomized mice (n=10 per group). MFI, mean fluorescence intensity. **c** Heatmap showing the relative expression levels of key HIF-1α target genes in bone marrow B cells from sham-operated and ovariectomized mice (n=3 per group). **d** Representative plots and quantification of HIF-1α expression in immature B (B220^mid^IgD^-^IgM^+^) and mature B (B220^hi^IgD^+^IgM^+^) cells from sham-operated and ovariectomized mice (n=5 per group). MFI, mean fluorescence intensity. **e** Representative plots and quantification of HIF-1α expression in B cells from spleen (SP) and draining lymph node (dLN) of sham-operated and ovariectomized mice (n=10 per group). MFI, mean fluorescence intensity. **f** Heatmap showing the relative expression levels of key estrogen intracellular signaling genes in bone marrow Pro-B, Pre-B, Immature B, Mature B, Neutrophils, Monocytes, CD4 and CD8 T cells. **g** Quantification of estrogen receptor α (ERα) expression in bone marrow B cells, Neutrophils, Monocytes, CD4 and CD8 T cells from sham-operated and ovariectomized mice (n=8 per group). MFI, mean fluorescence intensity. **h** Quantification of ERα expression in bone marrow B subsets from WT mice (n=3 per group). MFI, mean fluorescence intensity. Pictures are representative of three independent experiments. Data are shown as mean ± s.e.m. NS, not significant and * *P* < 0.05, ** *P* < 0.01 by Student’s *t*-test.

**Supplementary Fig 2. *Mb1*^cre^ specificity and western blot analysis of HIF-1α and VHL expression in isolated bone marrow B cells from *Mb1*^cre/+^, *Vhl*^f/f^*Mb1*^cre/+^ and *Vhl*^f/f^*Hif1a*^f/f^*Mb1*^cre/+^ mice.**

**a** Diagram of the loxP-flanked STOP cassette upstream of tdTomato with Cre recombination. **b** Representative plots of tdTomato expression in bone marrow B cell, CD4 T cell, CD8 T cell and myeloid cell from *Mb1*^cre^/tdTomato reporter mice. **c** HIF-1α and VHL protein expression in isolated bone marrow B cells from *Mb1*^cre/+^, *Vhl*^f/f^*Mb1*^cre/+^ and *Vhl*^f/f^*Hif1a*^f/f^*Mb1*^cre/+^ mice.

**Supplementary Fig 3. RANKL expression in immune cell subsets from bone marrow, spleen and draining lymph nodes.**

**a** Representative plots and frequencies of total RANKL expression in bone marrow CLP, B cells, Neutrophils, Monocytes, CD4 and CD8 T cells from sham-operated and ovariectomized mice (n=6 or 10 per group). **b** Absolute number of RANKL^+^ bone marrow CLP, B cells, Neutrophils, Monocytes, CD4 and CD8 T cells from mice shown in (a). **c** Quantification of RANKL expression in CLP and Pro-B cells from sham-operated and ovariectomized mice (n=10 per group). MFI, mean fluorescence intensity. **d** Representative plots and quantification of RANKL expression in B cells from spleen (SP) and draining lymph node (dLN) of sham-operated and ovariectomized mice (n=10 per group). MFI, mean fluorescence intensity. **e** Representative plots and frequencies of total RANKL expression in Pro-B, Pre-B, immature and mature B cells (n=5 per group). **f** Representative plots and frequencies of surface RANKL expression in Pro-B, Pre-B, immature and mature B cells (n=5 per group). **g** Representative plots and frequencies of surface RANKL expression in Pro-B, Pre-B, Immature B and Mature B cells from sham-operated and ovariectomized mice (n=5 per group). Pictures are representative of three independent experiments. Data are shown as mean ± s.e.m. NS, not significant; * *P* < 0.05; ** *P* < 0.01 by Student’s *t*-test (a-c) or one-way ANOVA (g) with Bonferroni’s multiple comparison post hoc test.

**Supplementary Fig 4. Estrogen regulates HSP70 expression via transcriptional factor HSF1.**

**a** Quantitative RT-PCR analysis of *Hsf1* and *Hsf2* expression in bone marrow B cells from WT mice after treatment with increased concentration of estrogen (E2) under hypoxia for 12 h (n=3 per group). Values for control group were set as 1. **b** Schematic analysis of estrogen response elements (EREs) on *Hsf1* promoter. **c** ChIP assays showing the recruitment of the endogenous estrogen receptor α (ERα) on the ERE regions of *Hsf1* promoter in bone marrow B cells with vehicle or estrogen treatment for 12 h (n=3 per group). **d** Western blot analysis of HSF1, HSP70 and β-actin in isolated bone marrow B cells transfected with control or HSF1 siRNA lentivirus under hypoxia for 24 h. Pictures are representative of three independent experiments. Data are shown as mean ± s.e.m. * *P* < 0.05, *** *P* < 0.001 by one-way ANOVA (a) or two-way ANOVA (c) with Bonferroni’s multiple comparison post hoc test.

**Supplementary Fig 5. Impact of estrogen treatment or HSP70 overexpression in bone marrow B cells on hypoxia-related gene expression.**

**a** Heatmap of hypoxia-related gene expression in estrogen (E2) (1 μM)-treated (n=3) or vehicle (Veh)-treated (n=3 per group) WT bone marrow B cells under normoxic or hypoxic condition for 24 h. **b** Western blot analysis of HIF-1α, HSP70 and β-actin in isolated bone marrow B cells transfected with empty vector lentivirus (lenti-EV) or HSP70 overexpression lentivirus (Lenti-HSP70) under hypoxia for 24 h. 100 μM MG132 was added for the final 4 h in HIF-1α immunoprecipitation samples. Ubiquitinated HIF-1α, HIF-1α and HSP70 are shown. **c** Heatmap of hypoxia-related gene expression in empty vector lentivirus (lenti-EV) or HSP70 overexpression lentivirus (Lenti-HSP70) transfected WT bone marrow B cells (n=4 per group) under normoxia or hypoxic condition for 24 h.

**Supplementary Fig 6. Impact of DT treatment on trabecular bone volume, osteoclast and osteoblast formation.**

**a** Representative H&E staining in tibias from mice treated with daily i.p injection of DT (200 ng/day) or vehicle PBS and quantification of trabecular bone fraction (BV/TV), trabecular number (Tb.N) were assessed by bone histomorphometric analyses of the metaphyseal regions of tibias. Scale bars, 100 μm. **b** and **c** Representative TRAP staining (b) and TB staining (c) in tibias from mice shown in (a). Number of osteoclastic cells per tissue area (N.Oc/T.Ar), osteoclast surface normalized by bone surface (Oc.S/BS), number of osteoblastic cells per tissue area (N.Ob/T.Ar) and osteoblast surface normalized by bone surface (Ob.S/BS), were assessed by bone histomorphometric analyses of the metaphyseal regions of tibias. Scale bars, 100 μm. **d** *Hsp1a1*, *Hsp90aa1* and *Hsp90ab1* gene expression in enriched bone marrow B cells after GGA treatment (n=3 per group). Values of *Hsp1a1* for control group were set as 1. Pictures are representative of three independent experiments. Data are shown as mean ± s.e.m. *** *P* < 0.001 by two-way ANOVA with Bonferroni’s multiple comparison post hoc test.

**Supplementary Fig. 7 The correlation of gene expression or body mass index with Spine Z-score in circulating B cells from blood of postmenopausal osteoporosis patients.**

**a** Correlation between clinical spine Z-score and *HSP1A1*, *HSP90AB1*, *RANKL* or *HIF1A* gene expression, *RANKL* gene expression and *HSP1A1* or *HIF1A* gene expression in circulating B cells from blood of postmenopausal osteoporosis patients (n=10) from public gene expression database (GSE7429) (R^2^ and *p* values are indicated). The linear regression line is superimposed, surrounded with the 95% confidence interval lines for the regression line. **b** Correlation of Body mass index with Spine Z-score in circulating B cells from blood of postmenopausal osteoporosis patients (R2 and *p* values are indicated). The linear regression line is superimposed, surrounded with the 95% confidence interval lines for the regression line. * *P* < 0.05 by Pearson test.

**Supplementary Fig 8. FACS gating strategies.**

**a** Gating strategies of CD4 T cells, CD8 T cells, B cells, monocytes and neutrophils in bone marrow cells. **b** Gating strategies of CLP and Pro-B cells in bone marrow cells. **c** Gating strategies of Pro-B, Pre-B, immature B and mature B cells in bone marrow cells. **d** Gating strategies of human Pro-B, Pre-B and immature B cells.

**Supplementary Fig 9. Western blot source data.**

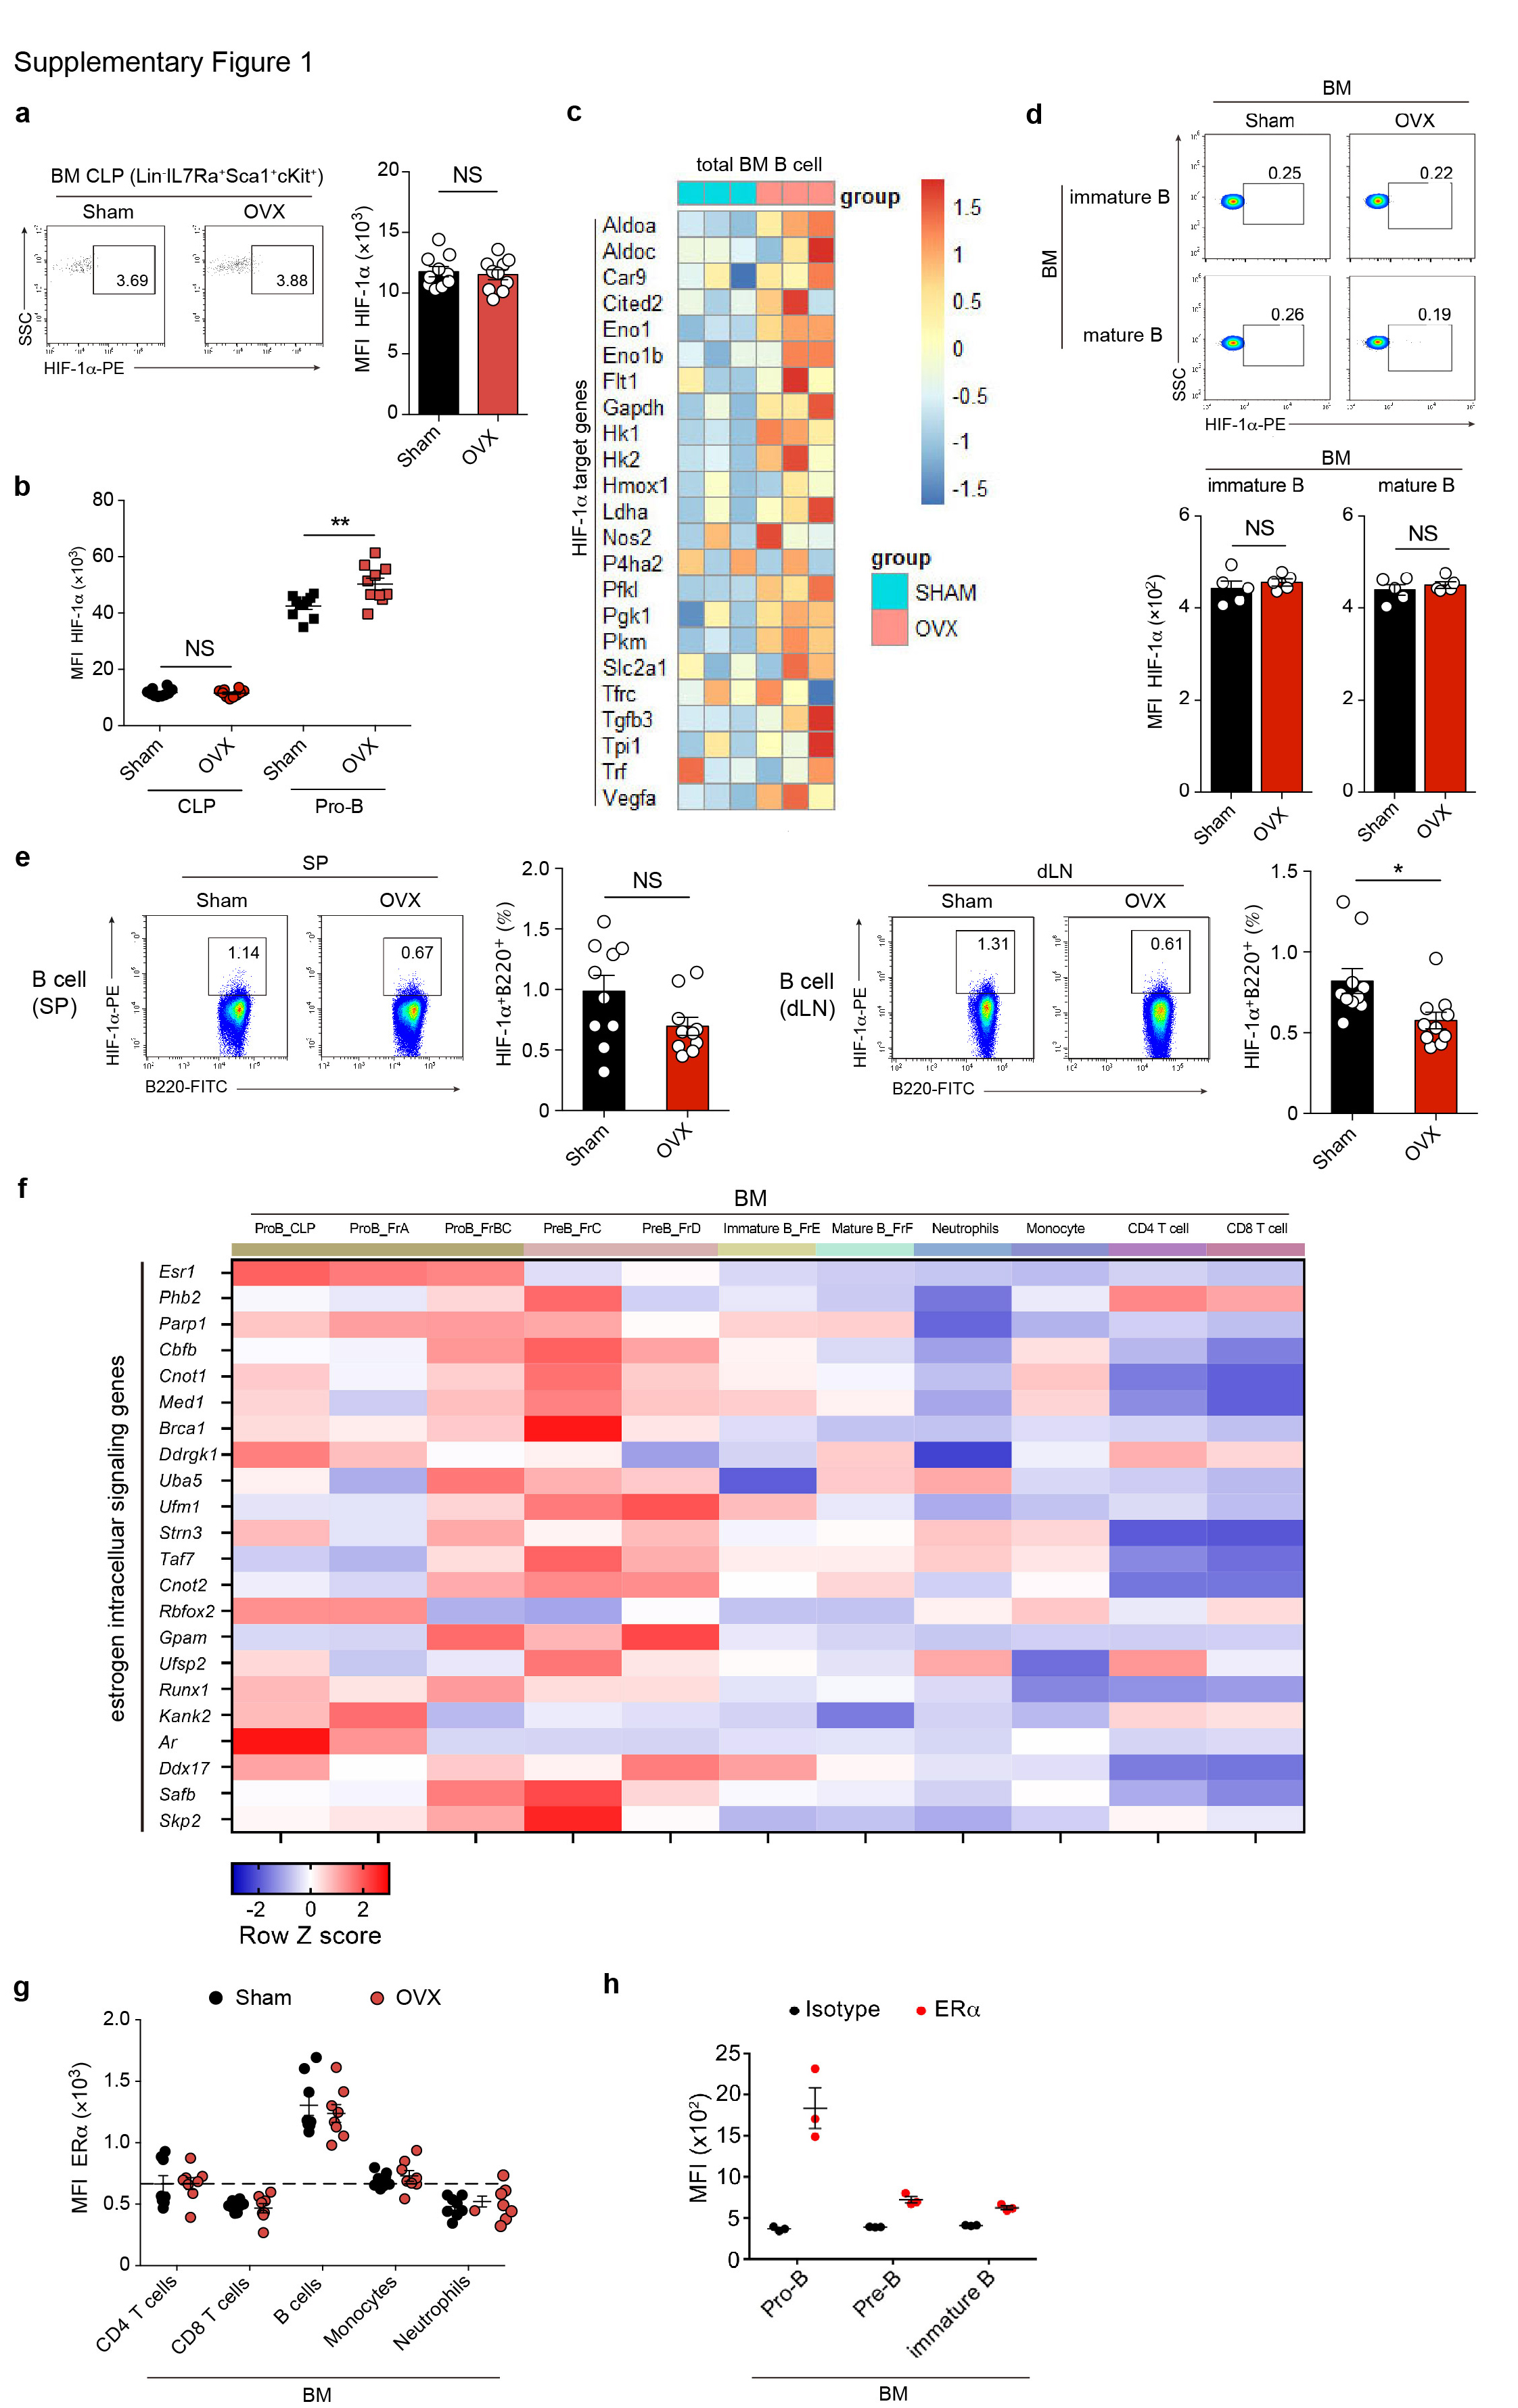

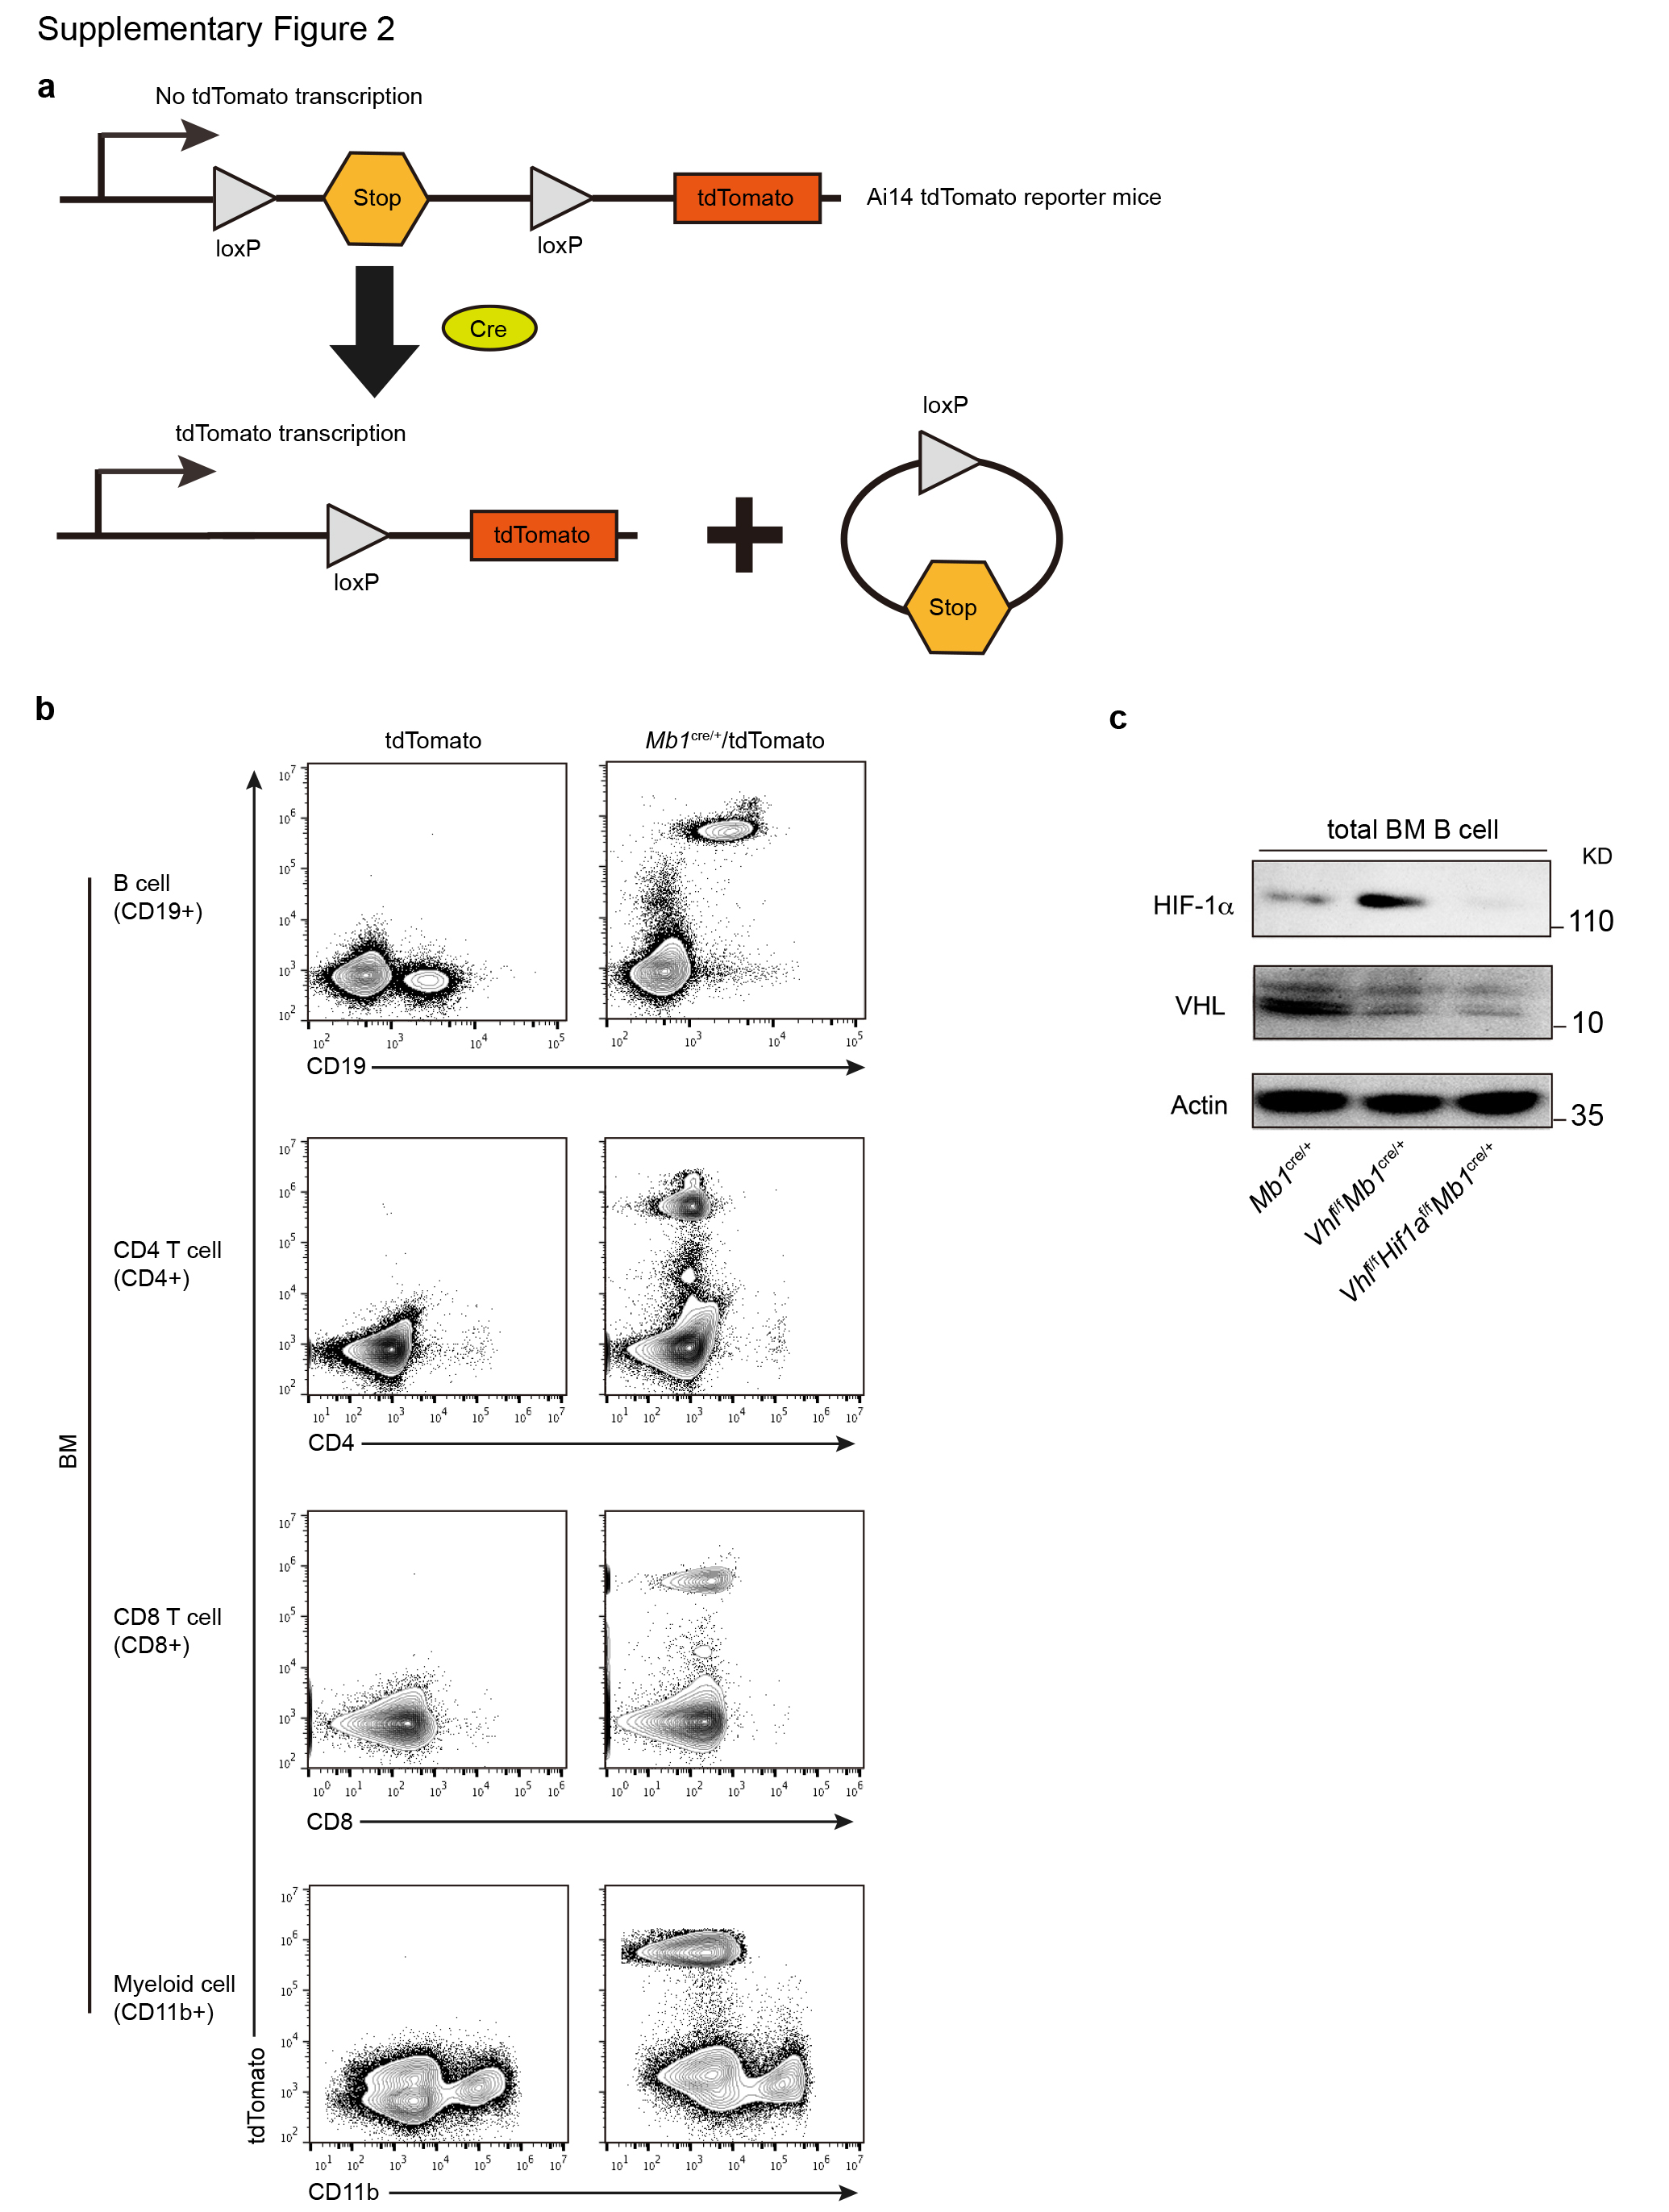

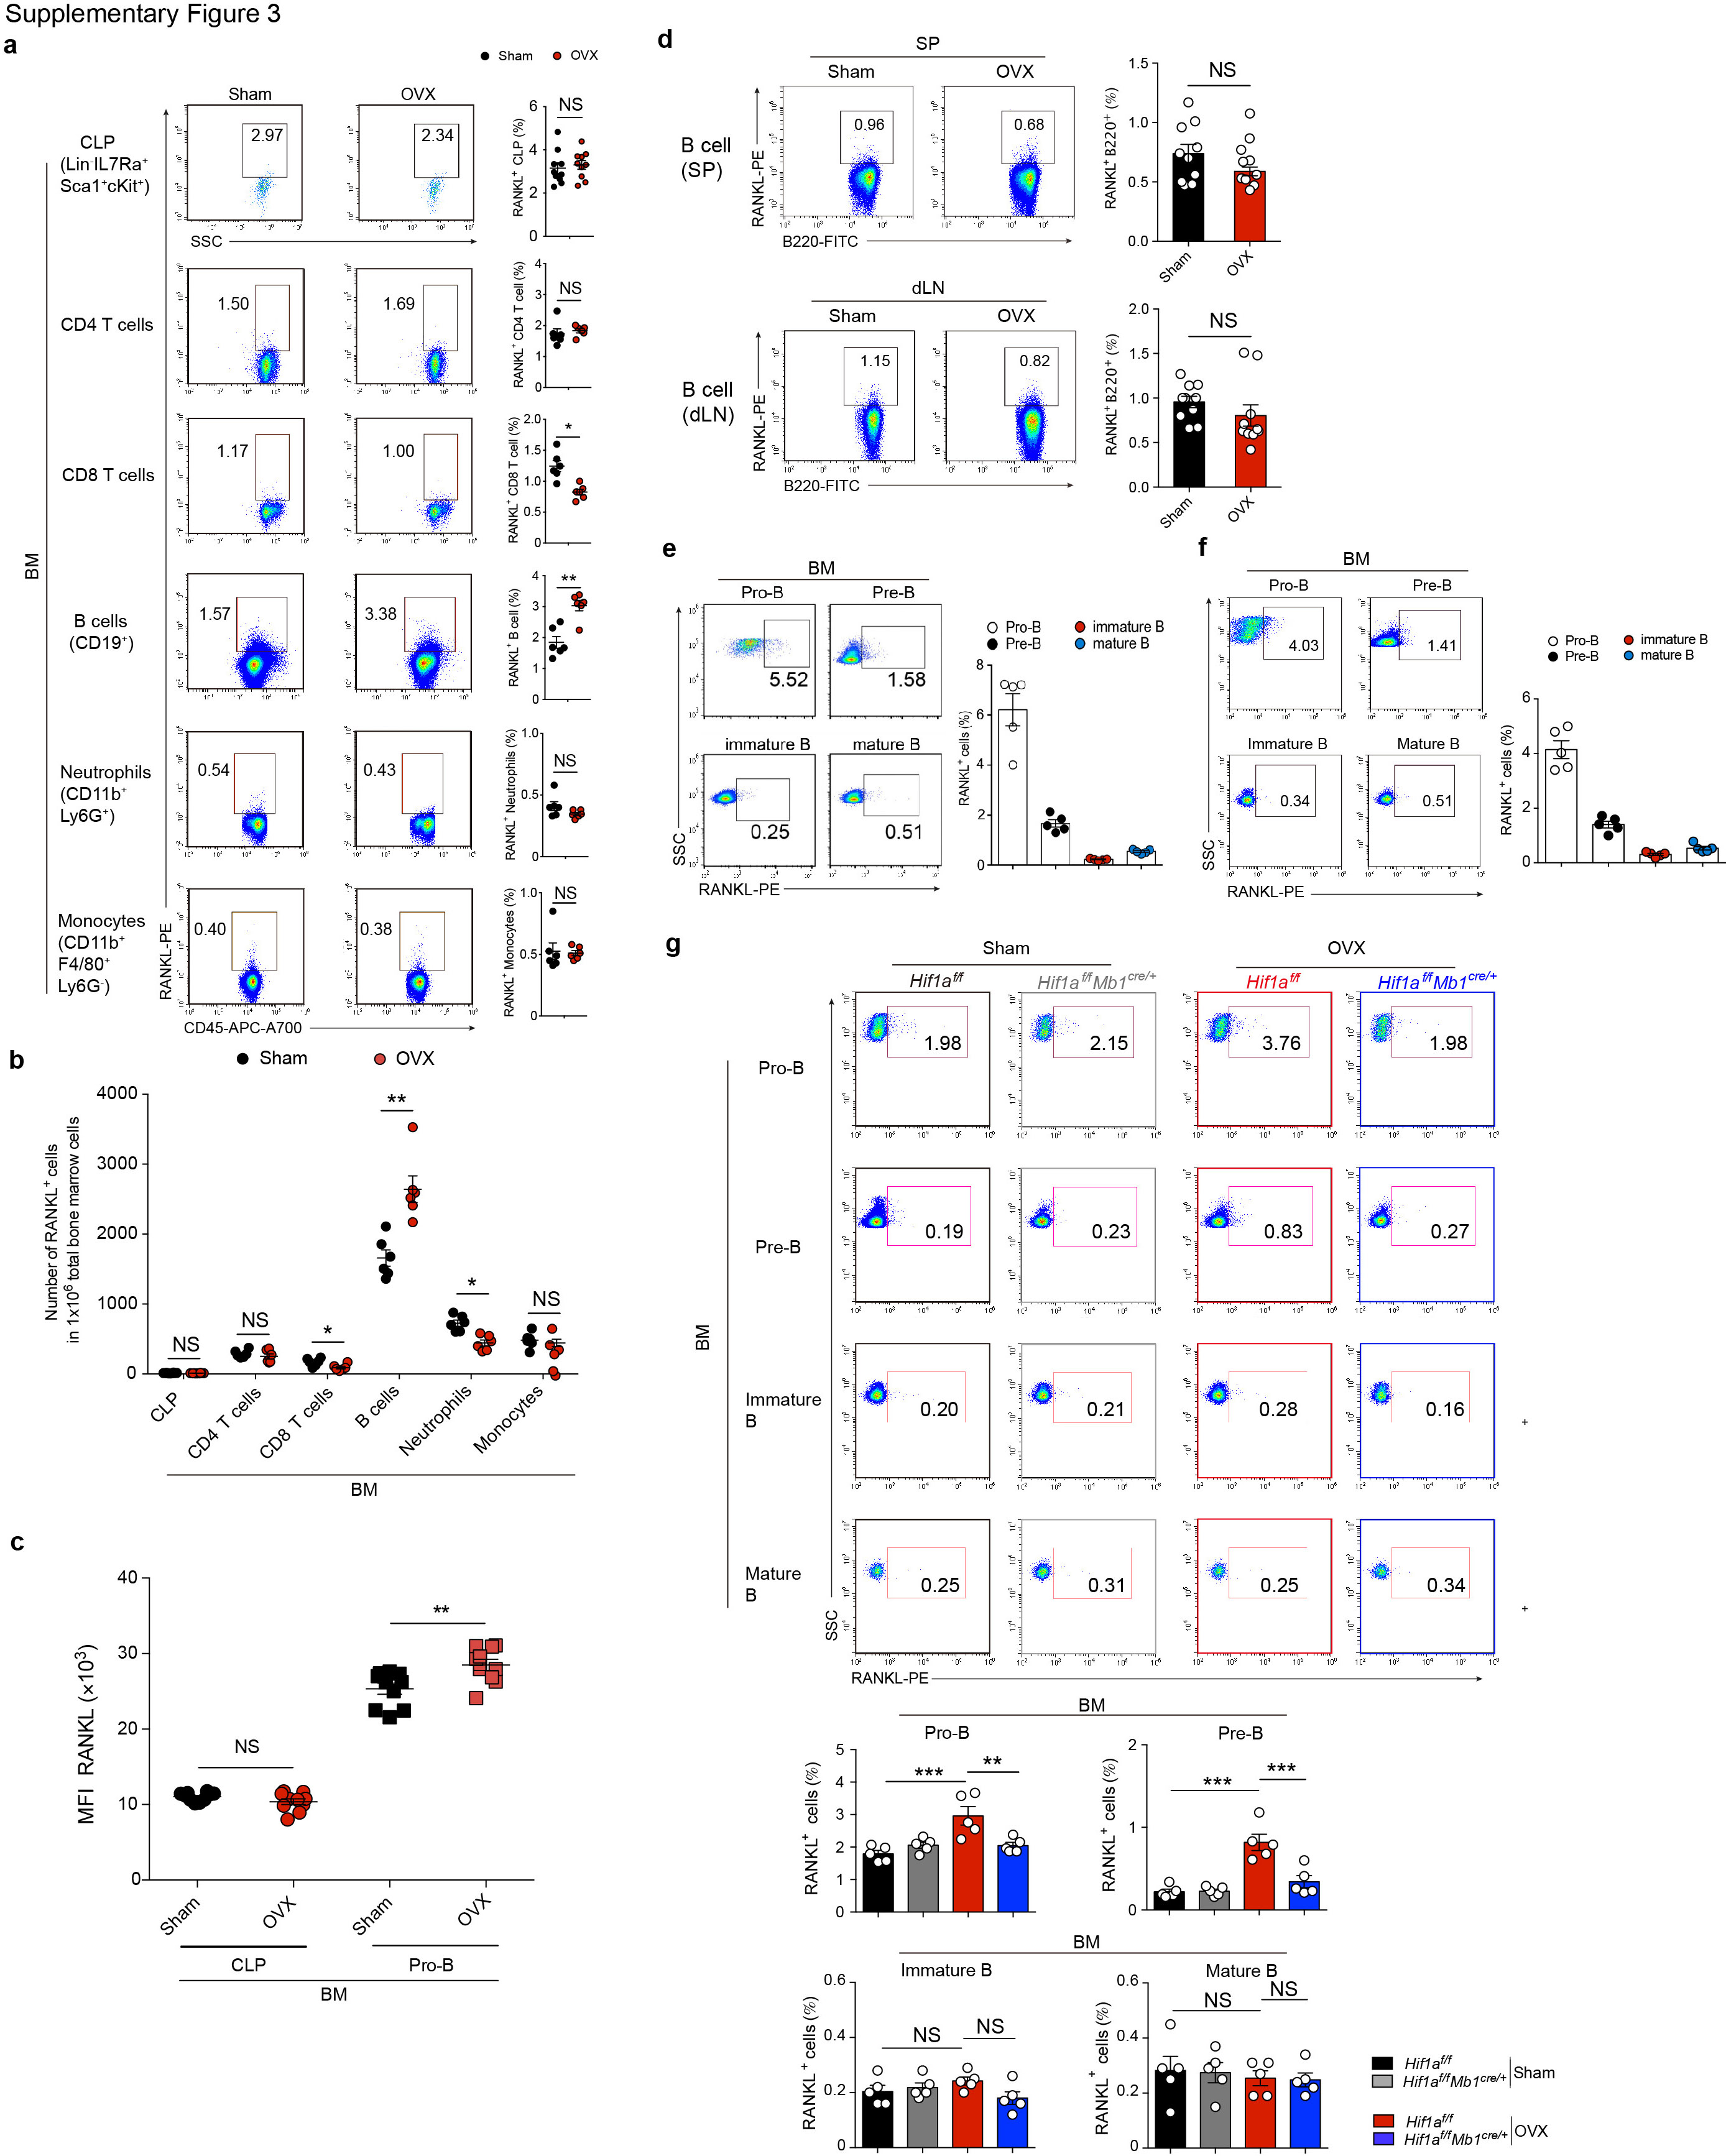

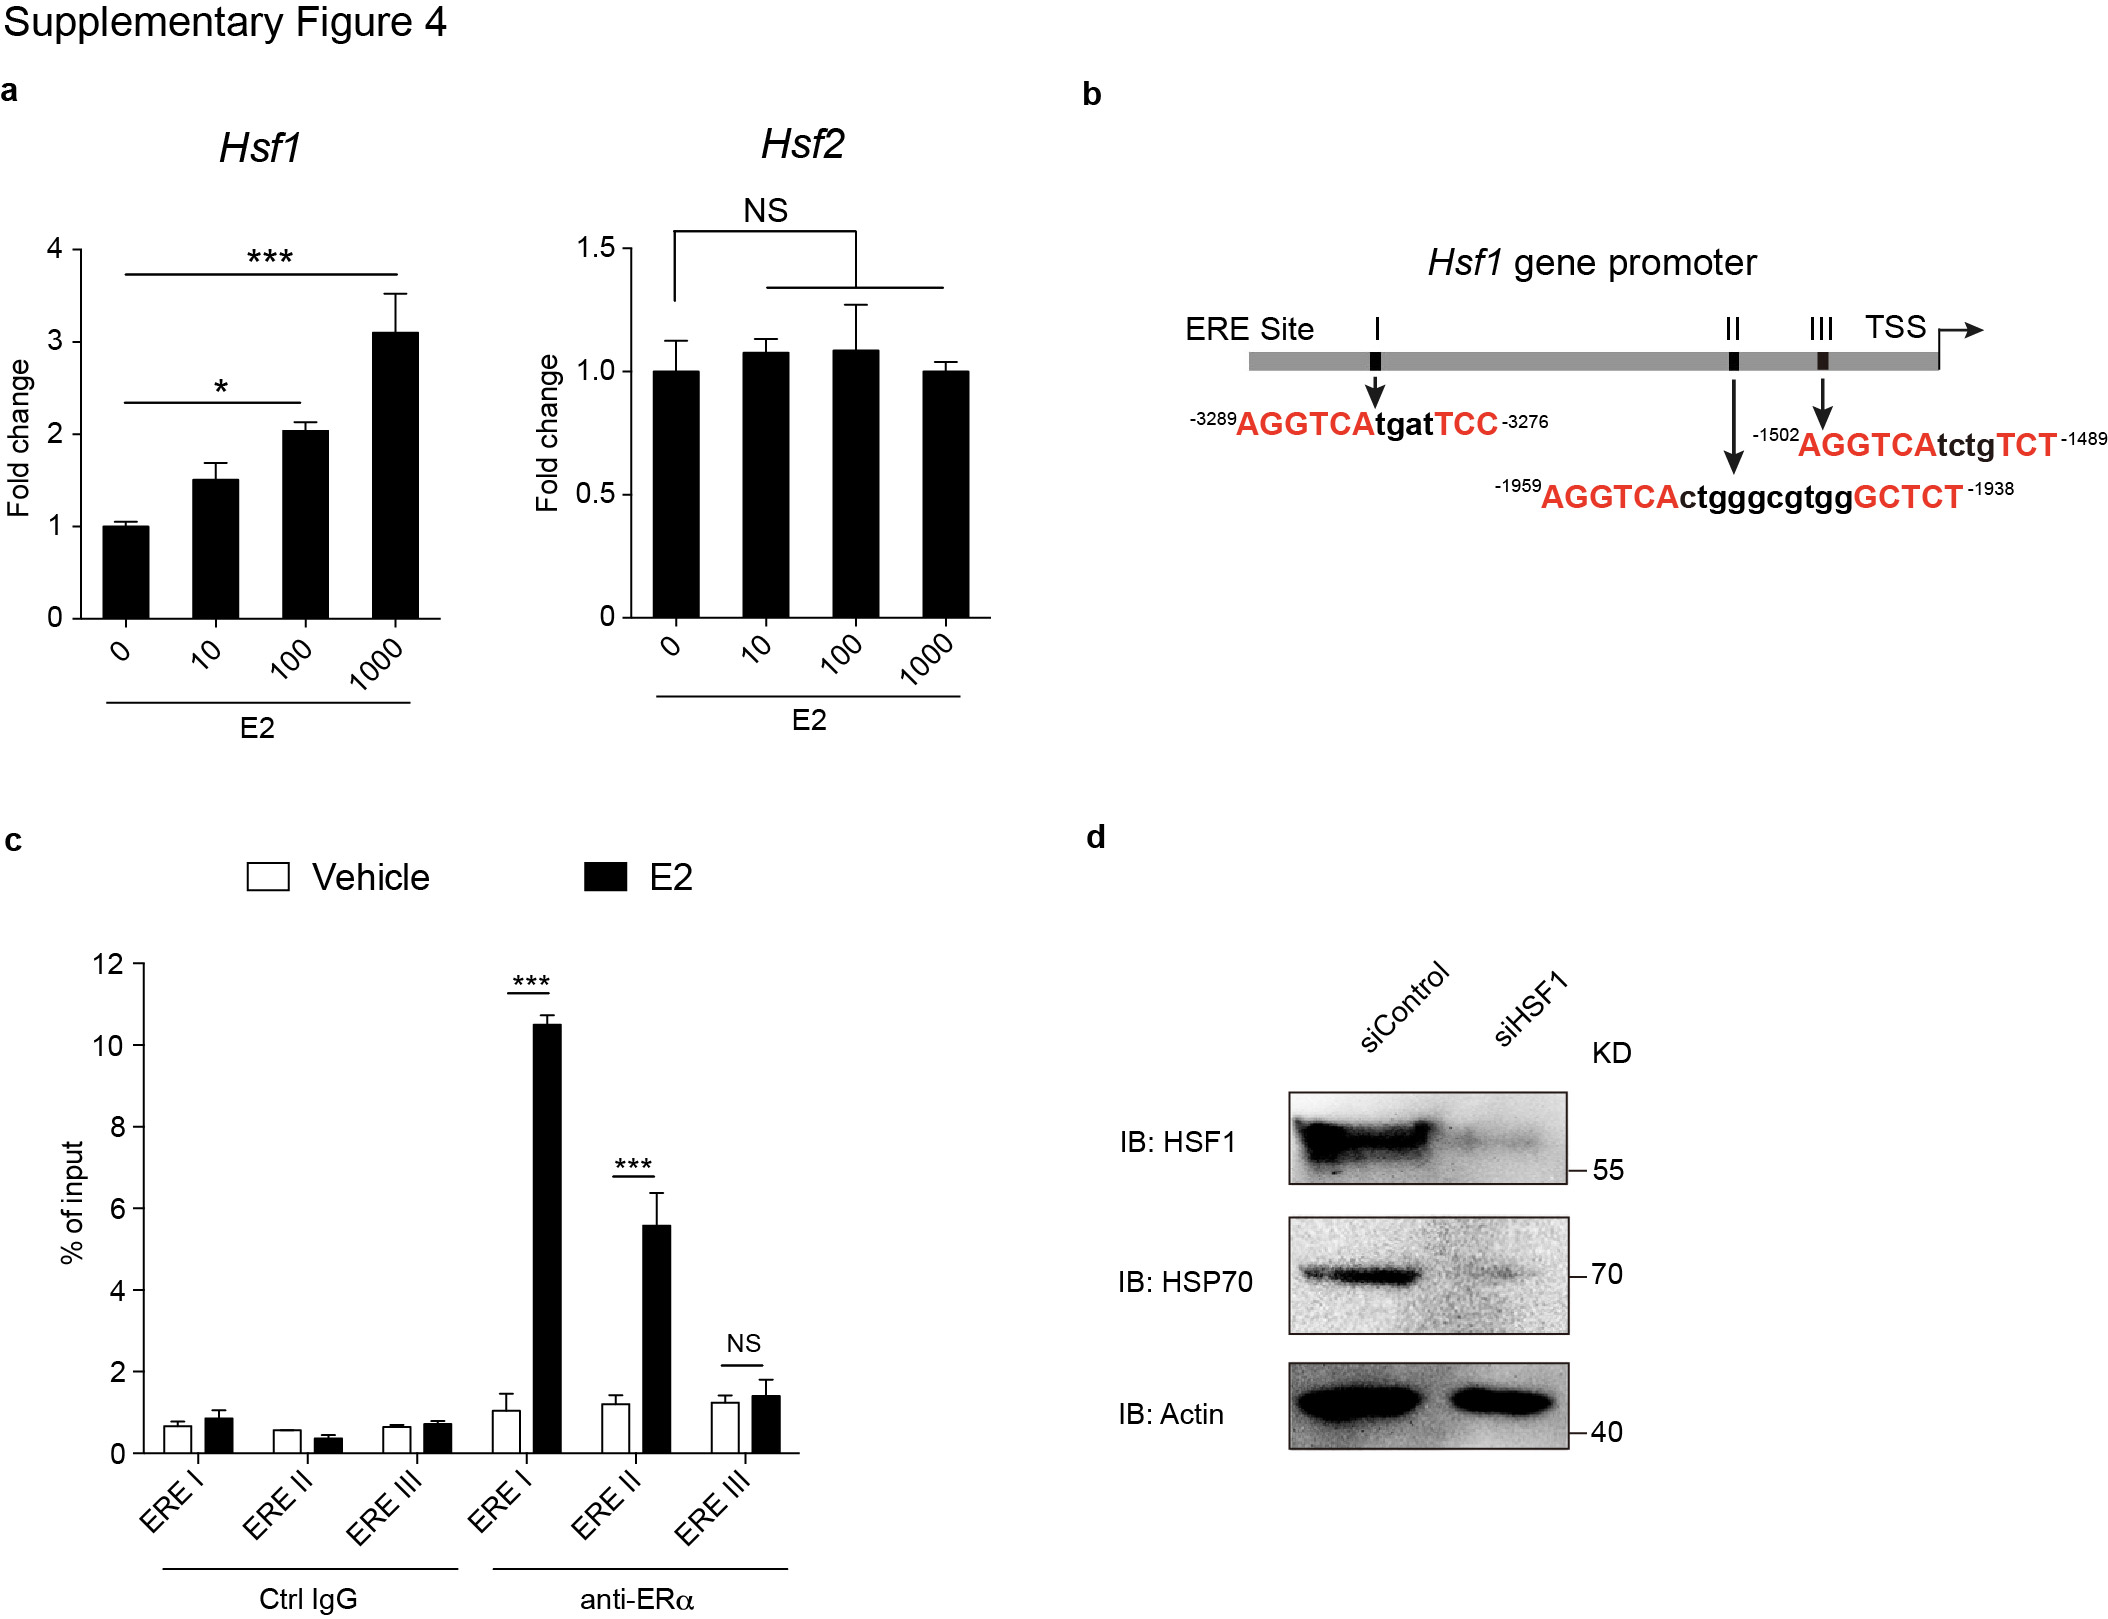

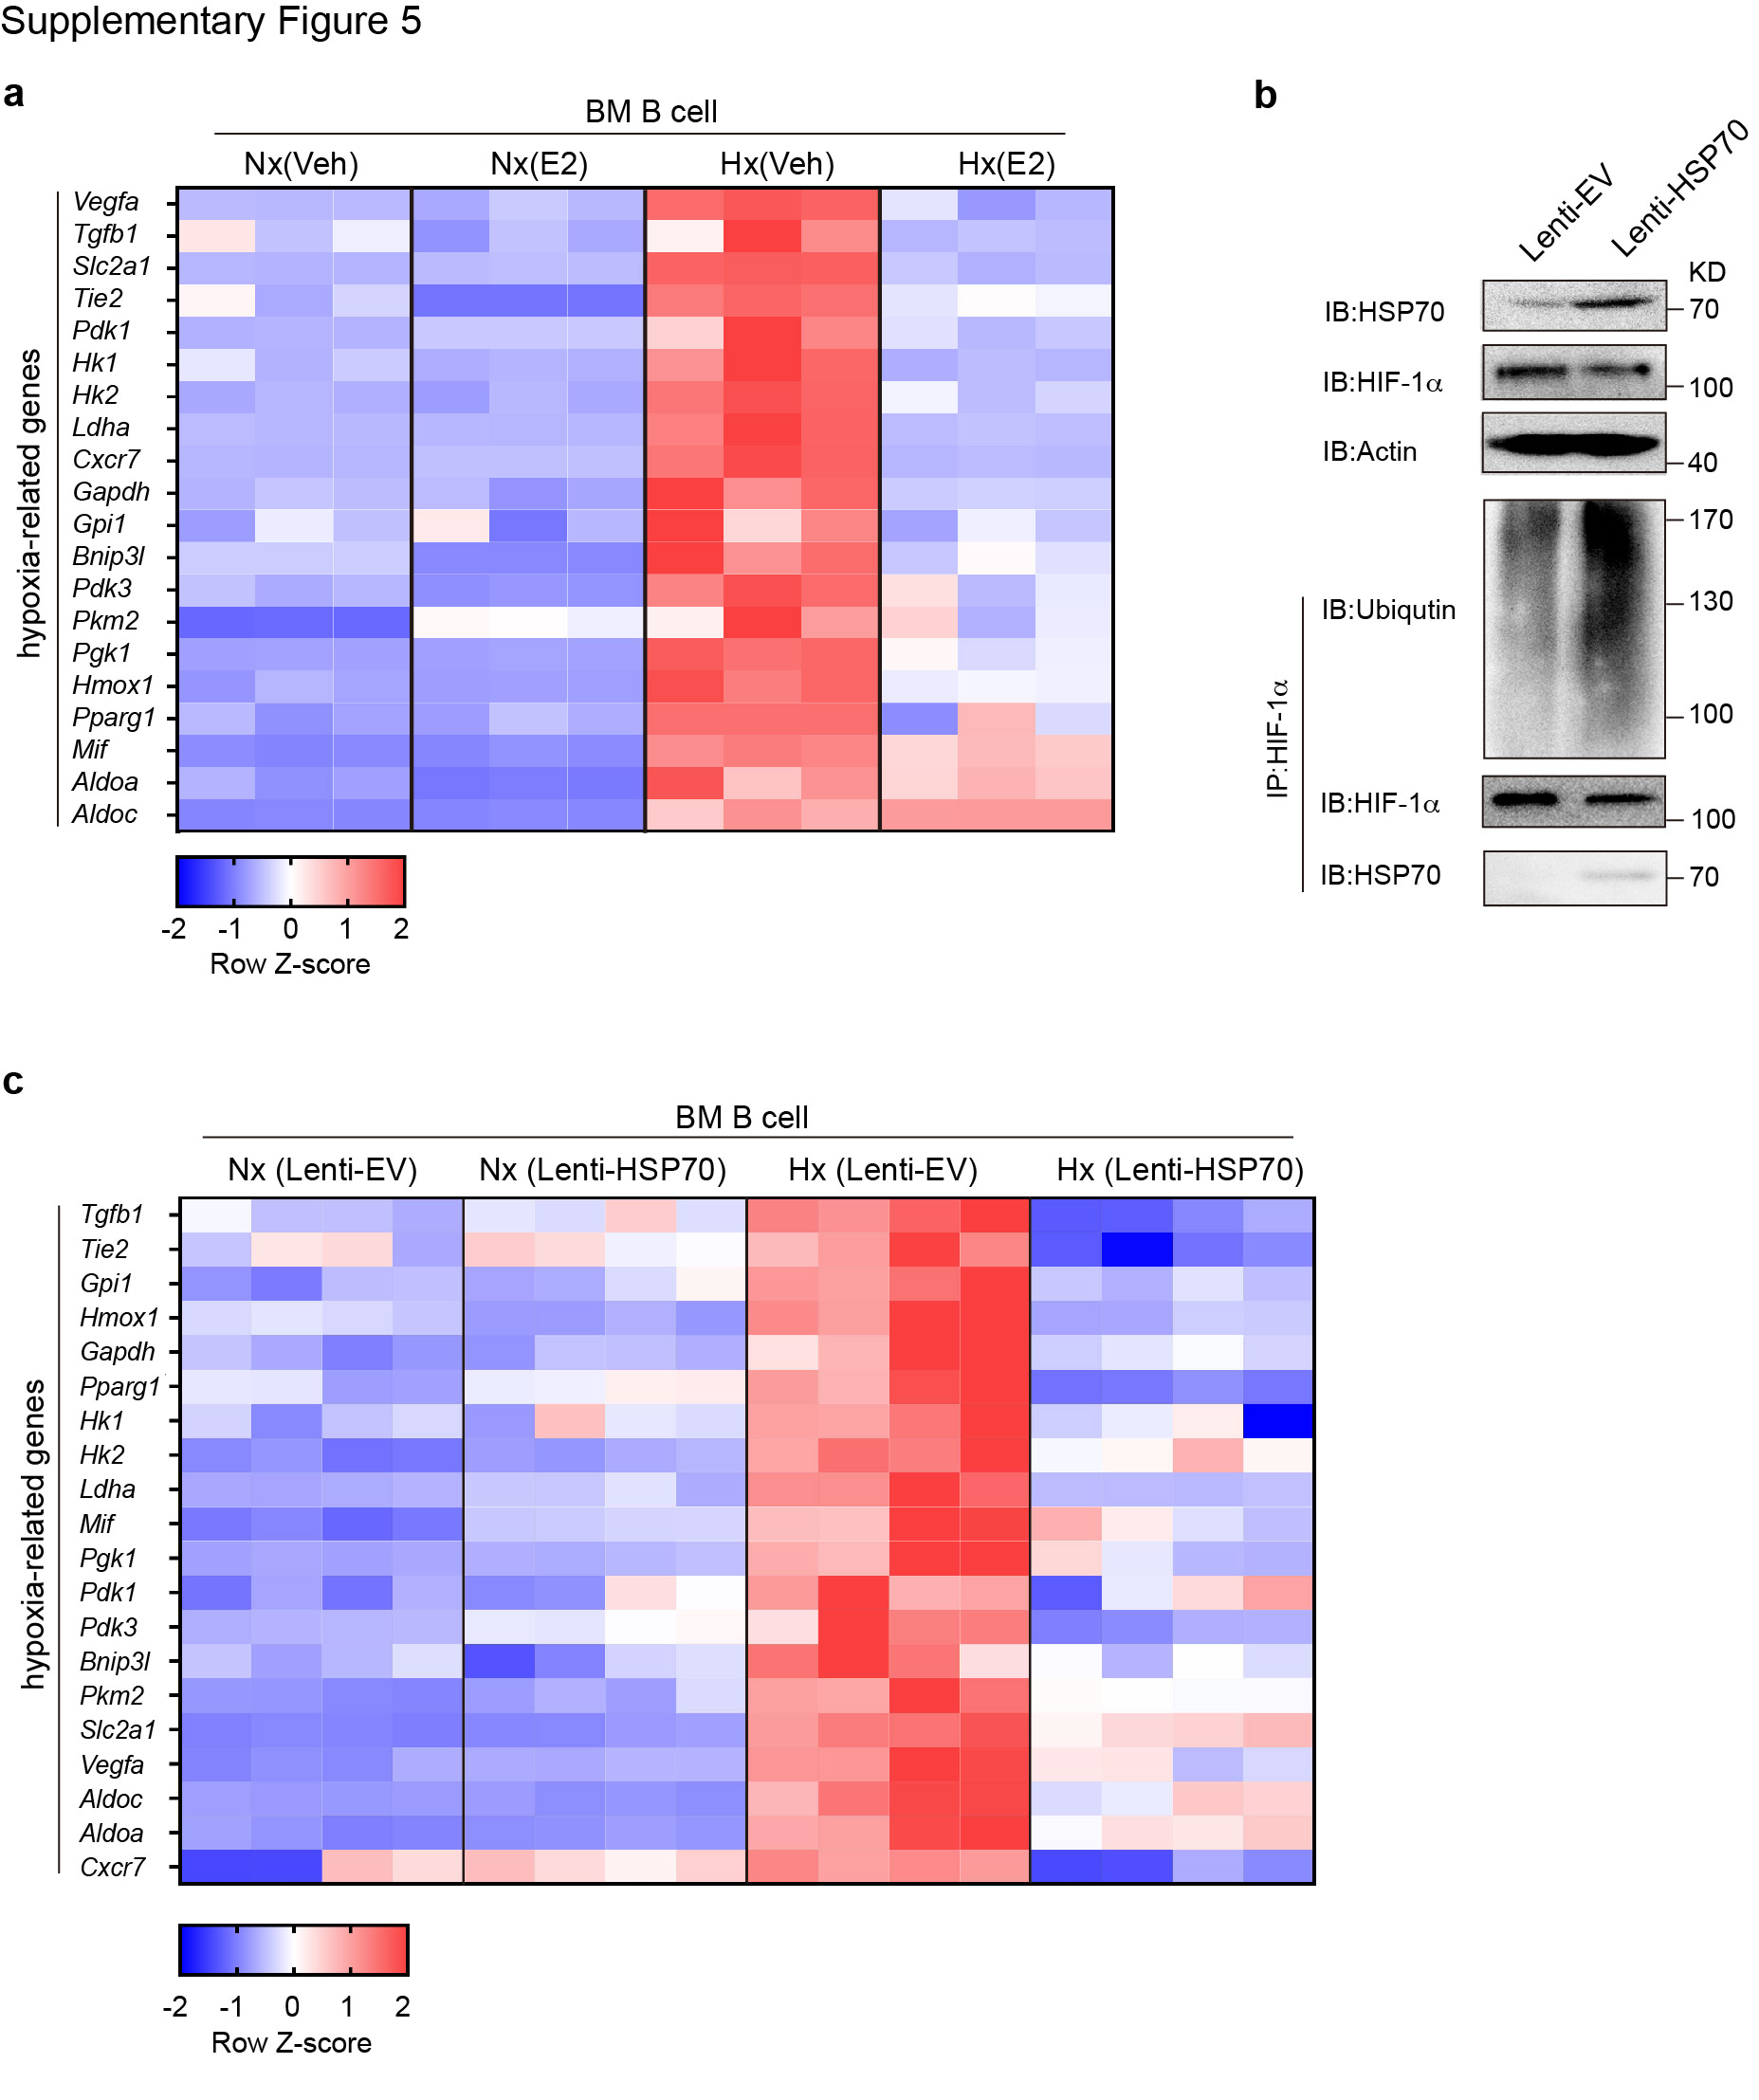

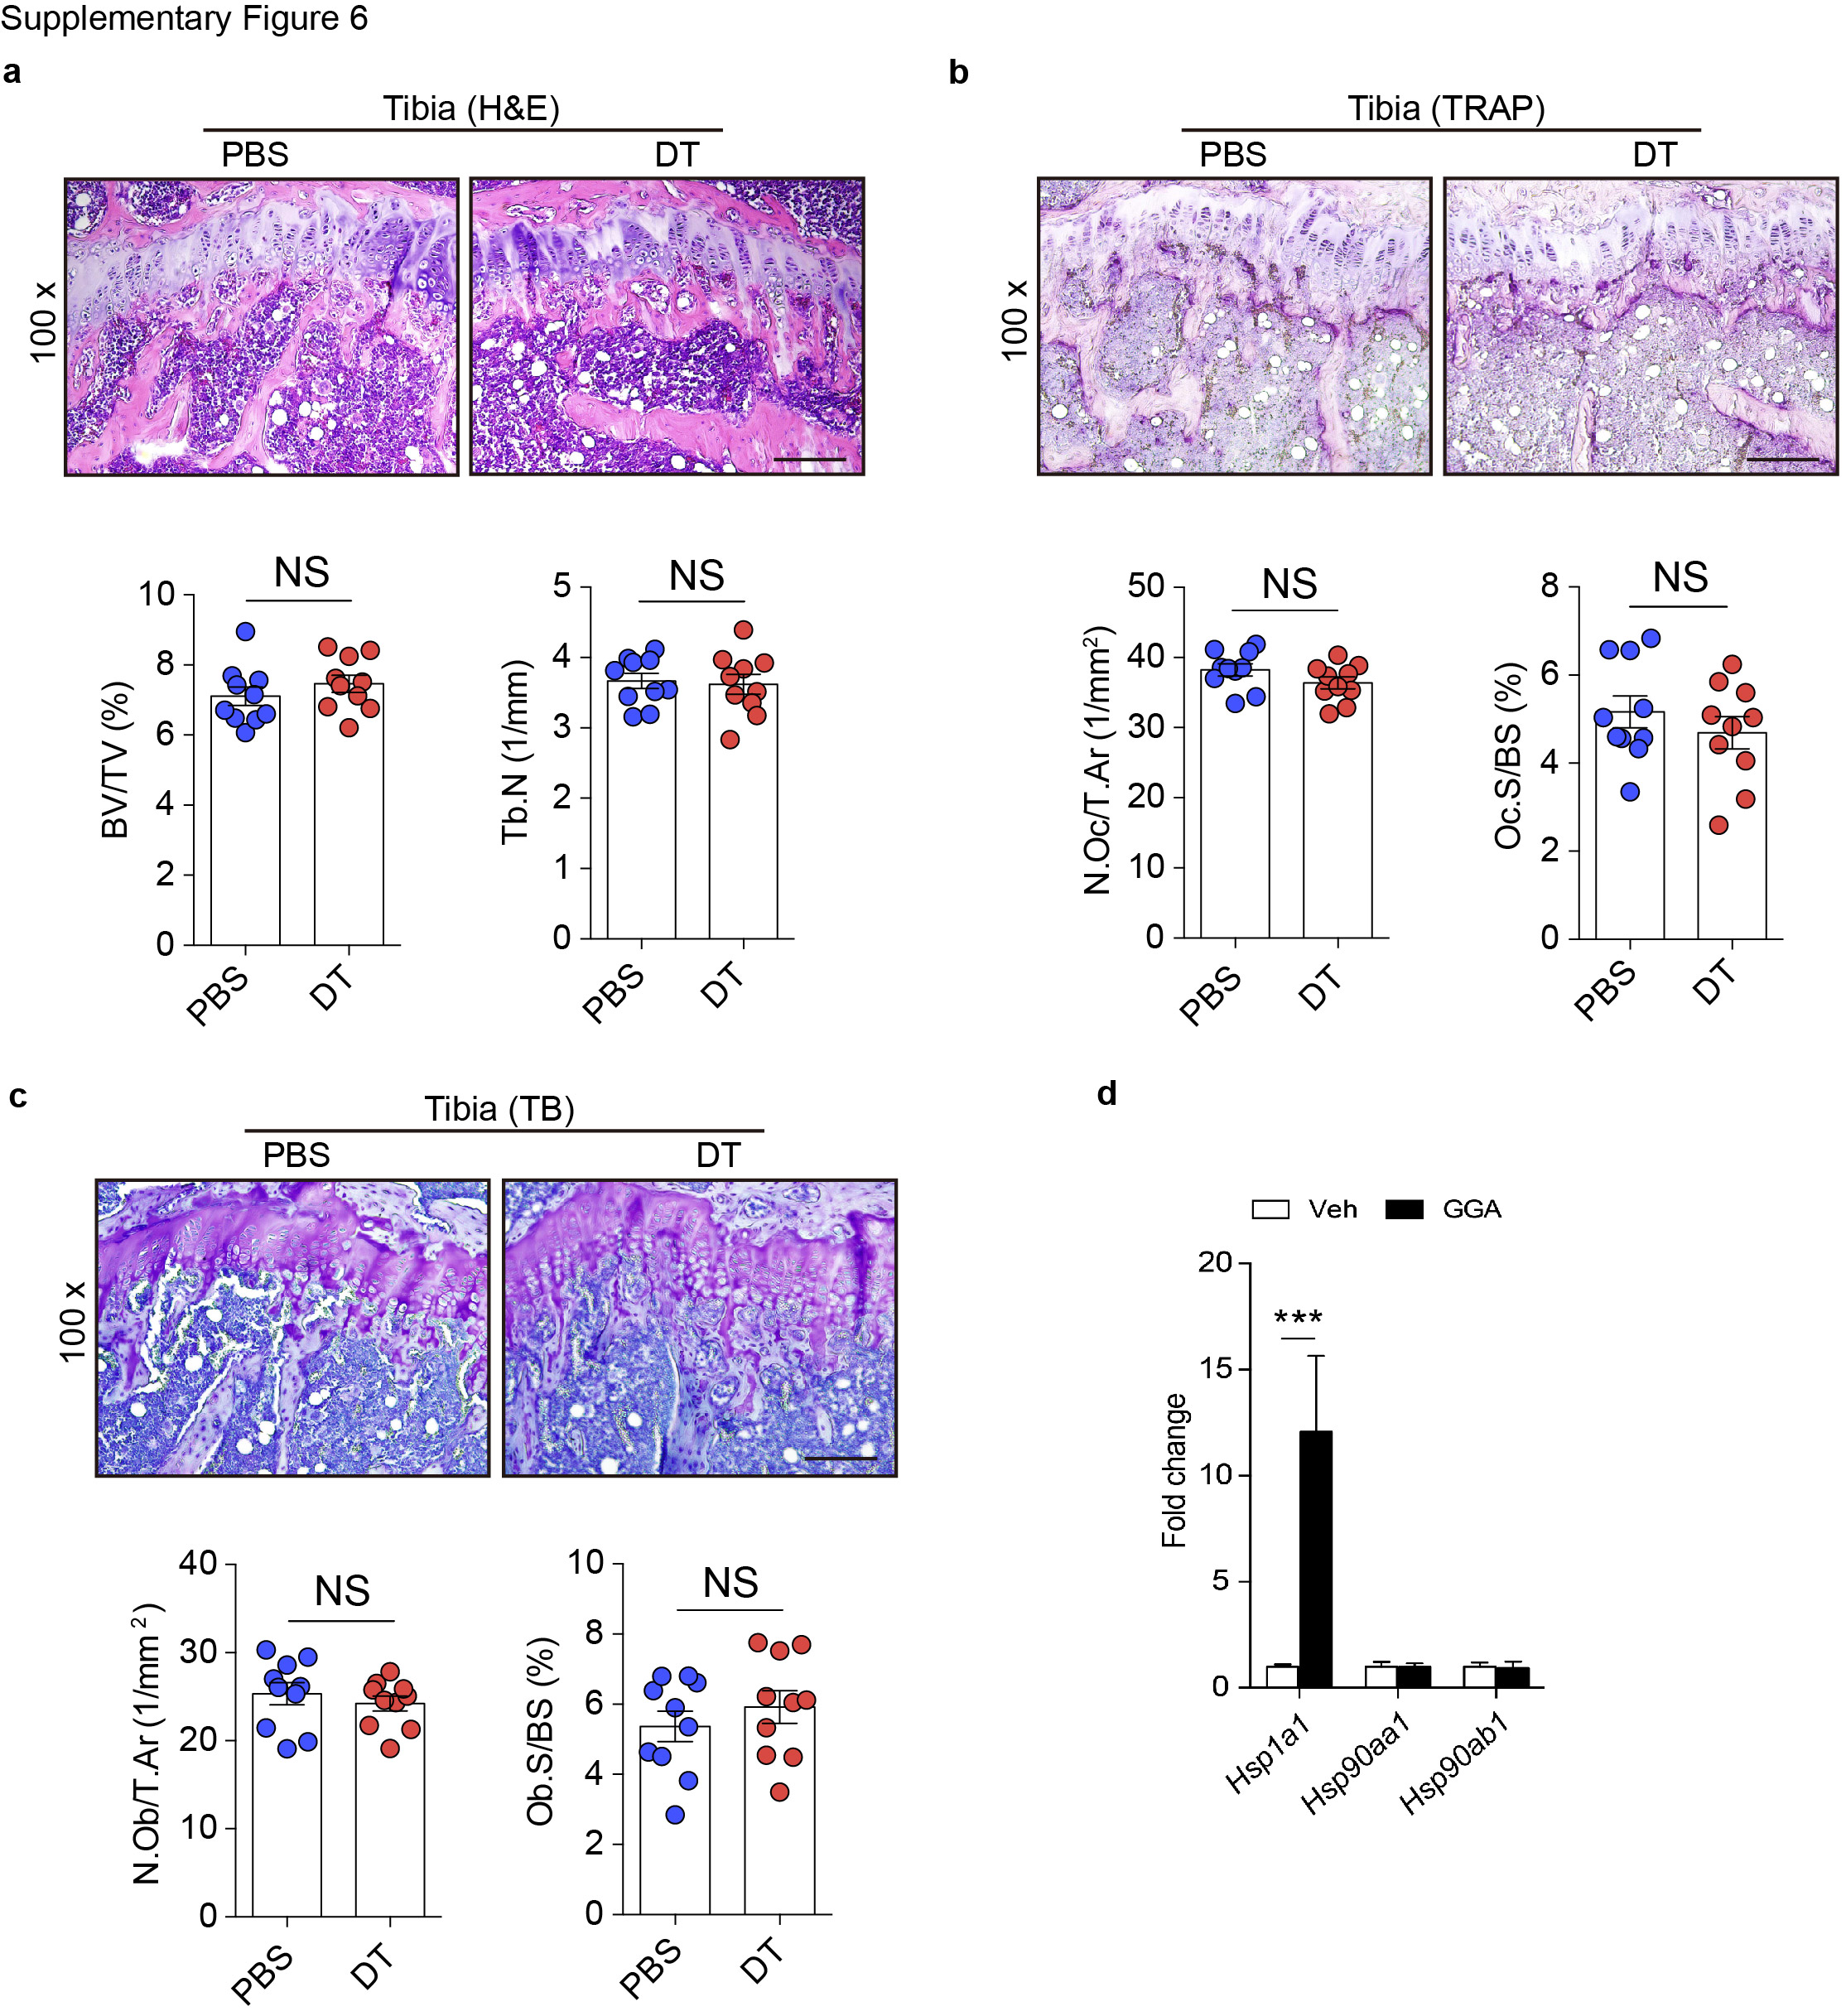

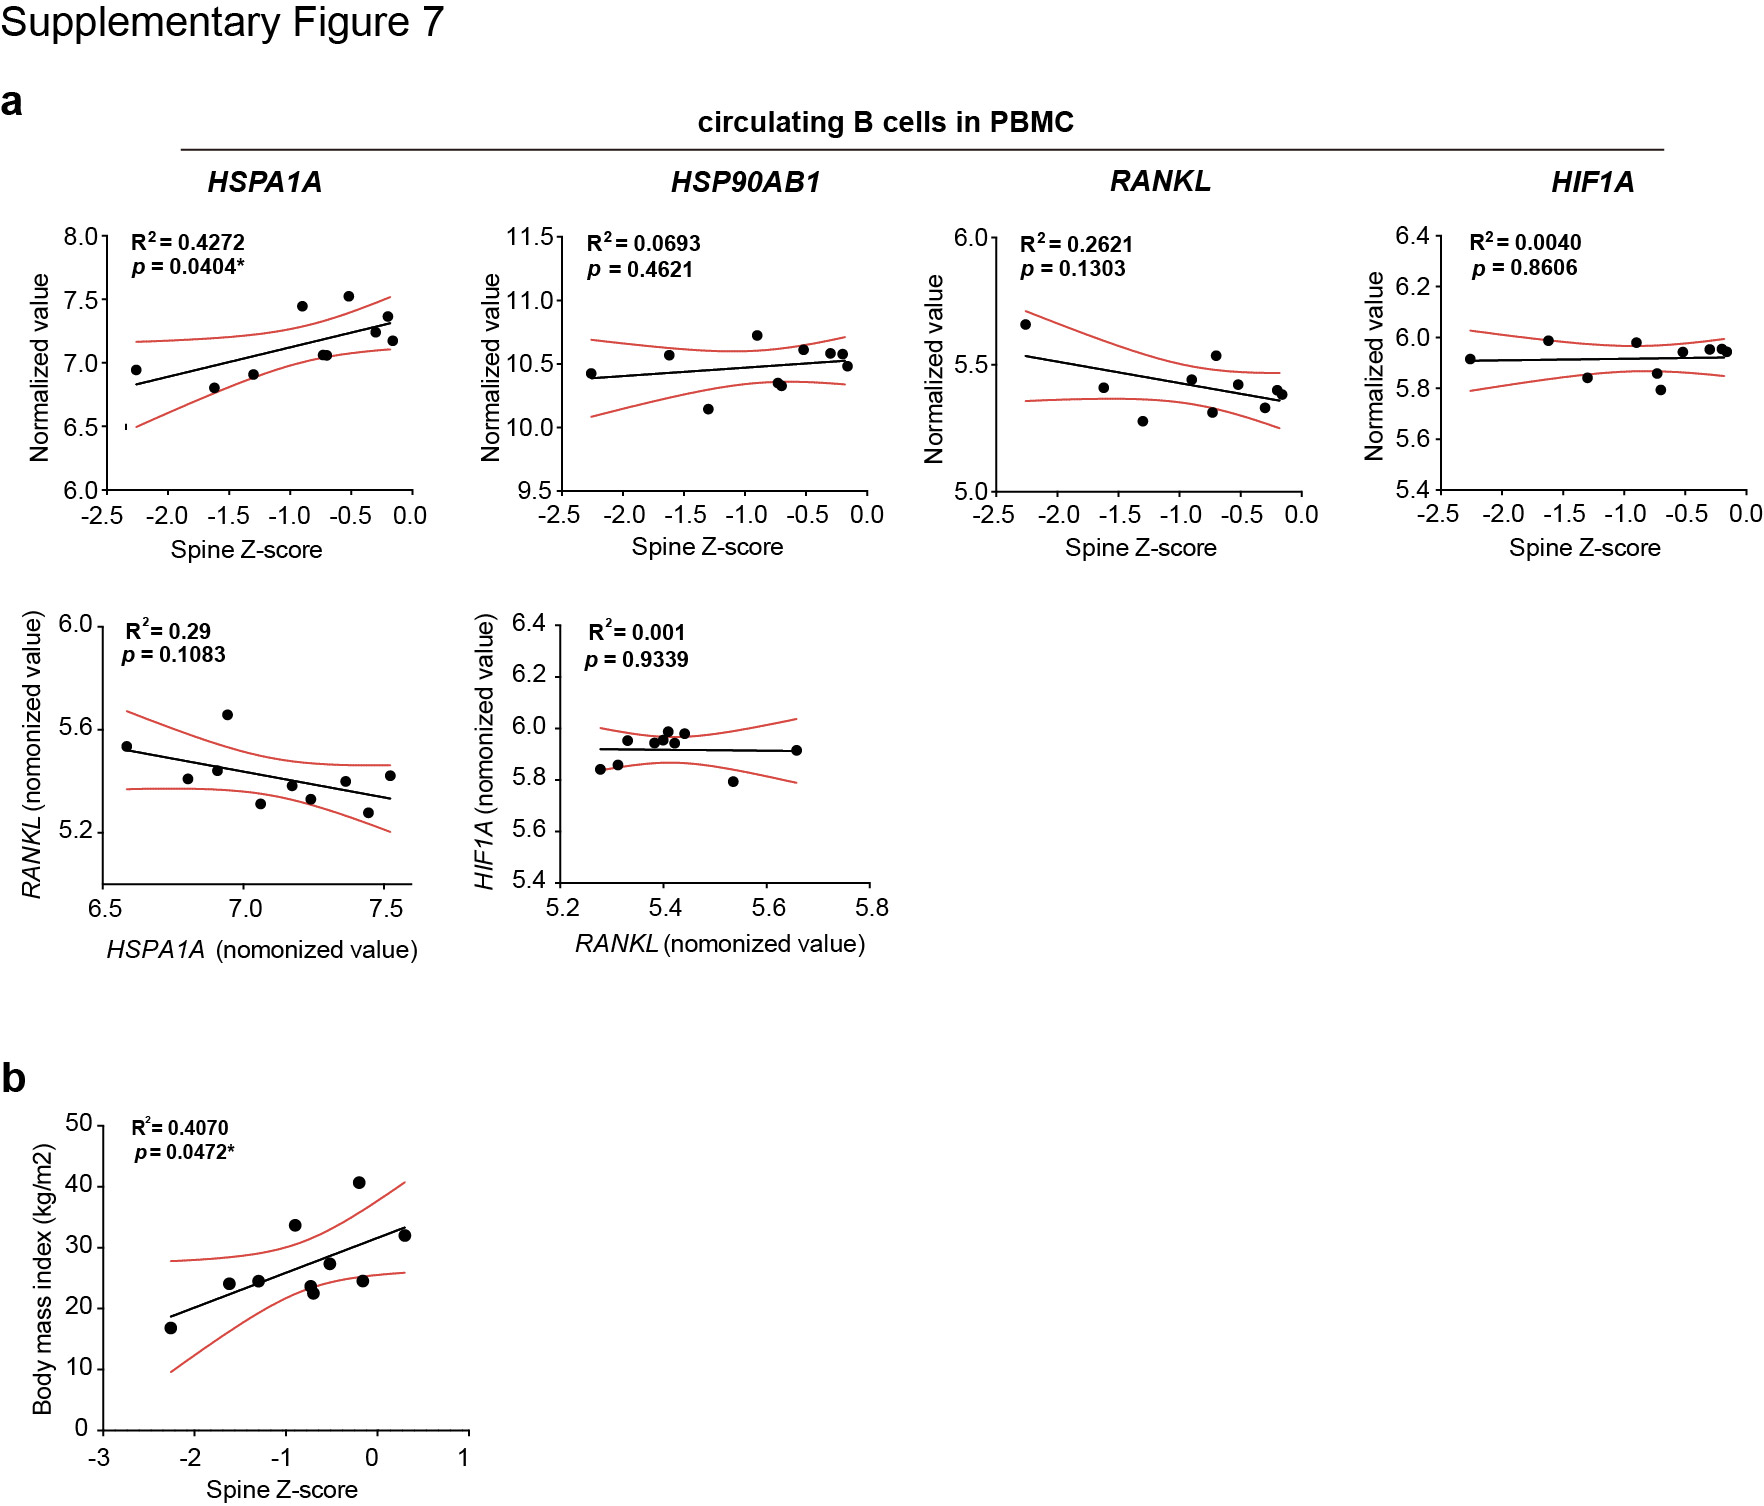

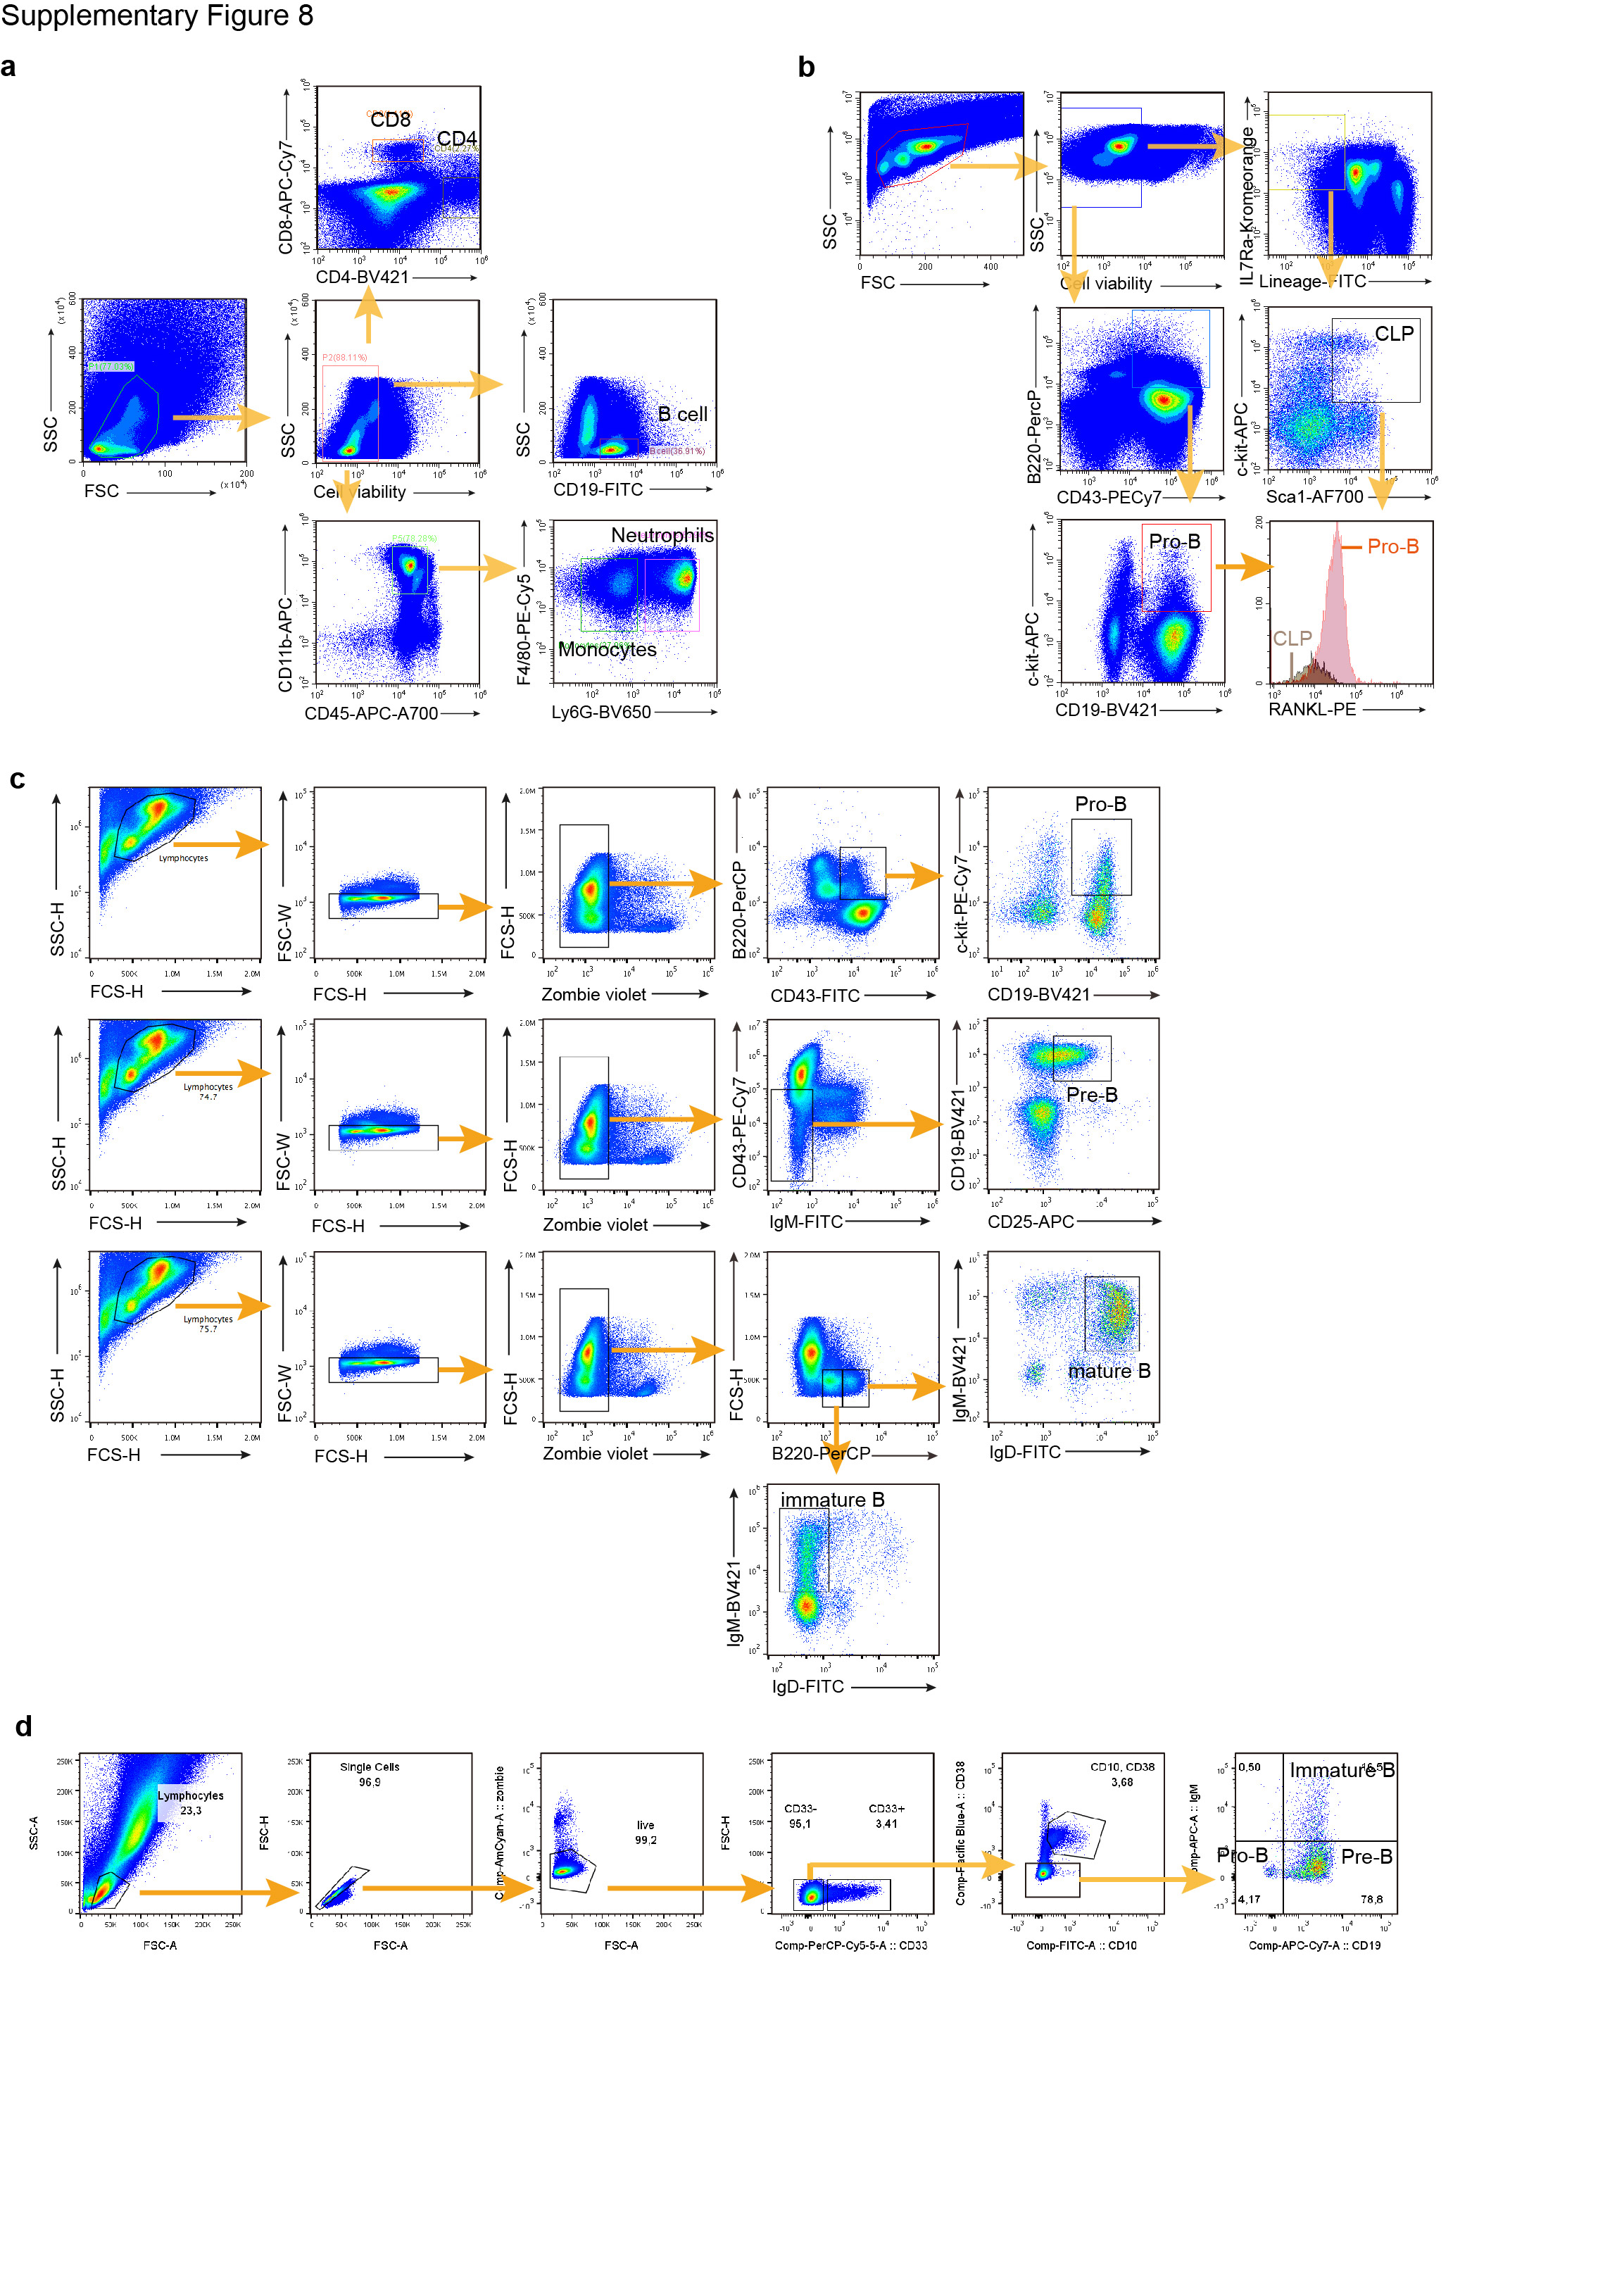

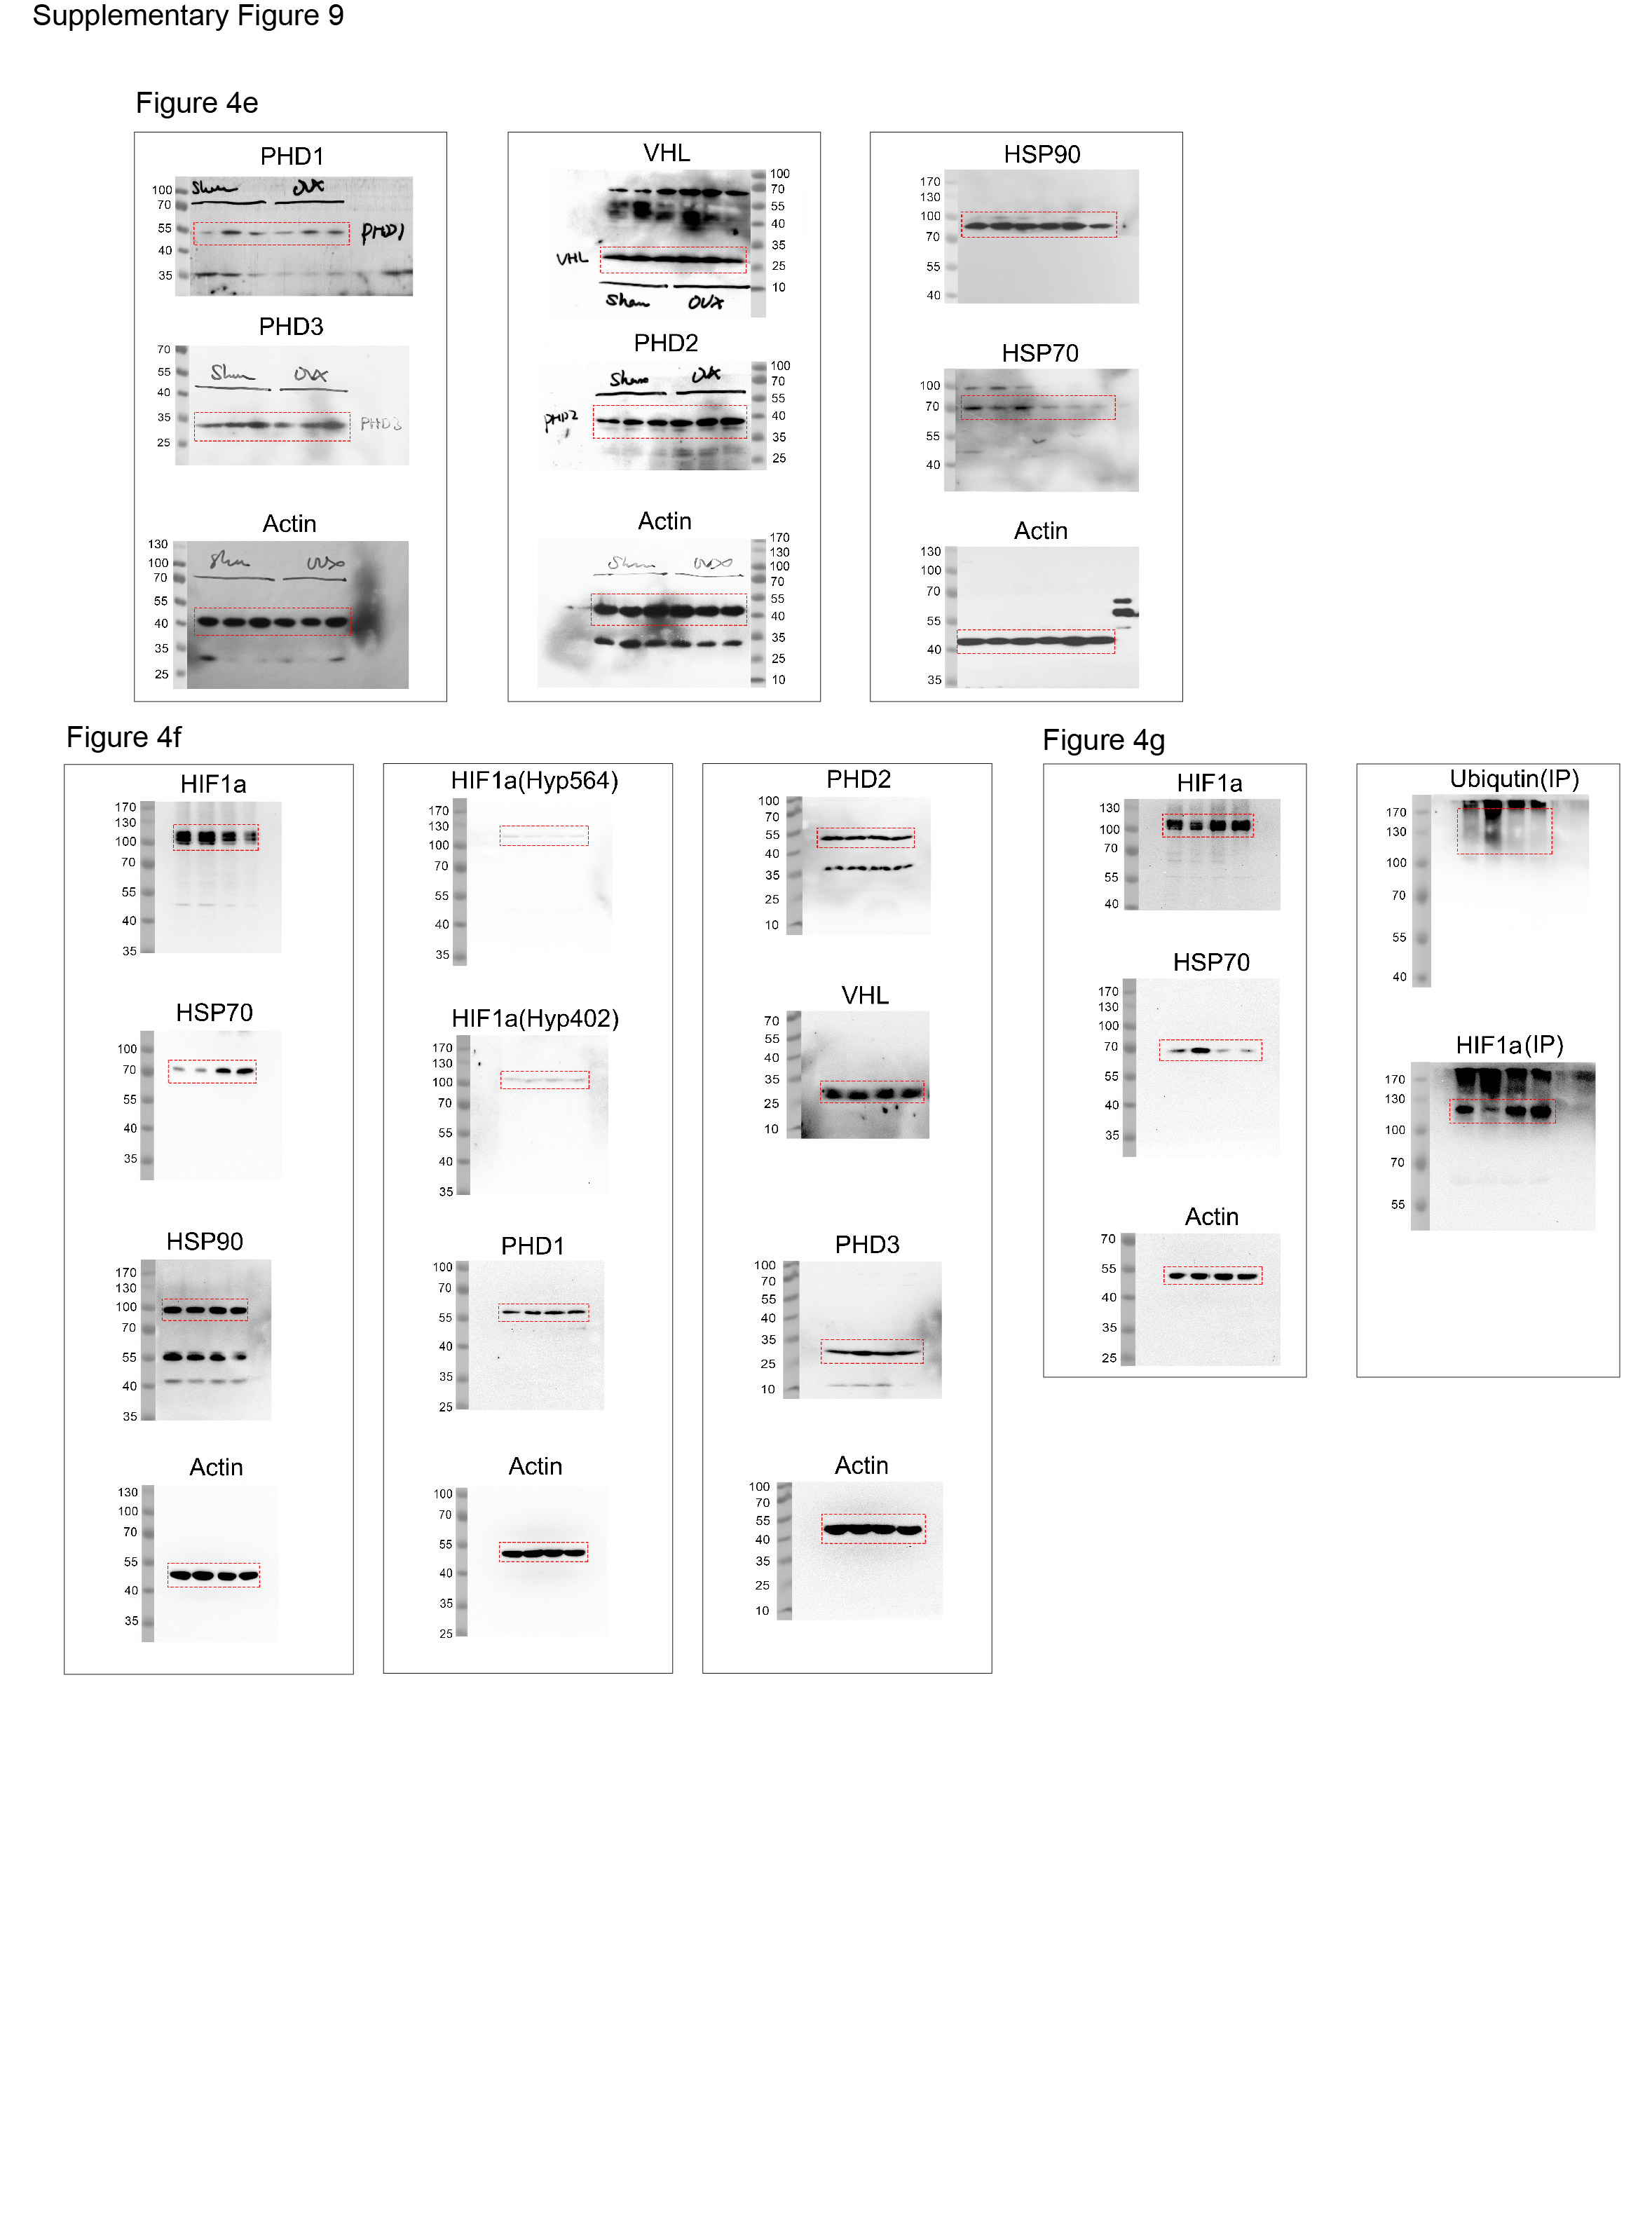

| **Supplementary Table 1** |  |
| --- | --- |
| Gene name | Function |
| *Tnfsf11* | bone resorption, osteoclast differentiation,mammary gland alveolus development |
| *Jup* | cell migration,desmosome assembly,regulation of heart rate by cardiac conduction |
| *Ust* | establishment of cell polarity,regulation of axonogenesis |
| *Gnaz* | G protein-coupled receptor signaling pathway,signal transduction |
| *Kitl* | cell adhesion,embryonic hemopoiesis,ovarian follicle development |
| *Aif1* | actin filament bundle assembly,phagocytosis, engulfment,microglial cell activation |
| *Kalrn* | axonogenesis,modification of postsynaptic actin cytoskeleton,protein phosphorylation |
| *Mylk* | aorta smooth muscle tissue morphogenesis,smooth muscle contraction |
| *Parvb* | actin cytoskeleton reorganization,cell projection assembly,lamellipodium assembly |
| *Cpt1a* | carnitine metabolic process,long-chain fatty acid metabolic process |
| *Fgf1* | angiogenesis,lung development,mesonephric epithelium development |
| *Fgf13* | cerebral cortex cell migration,establishment of neuroblast polarity,microtubule polymerization |
| *Dlg2* | anterograde axonal protein transport,embryo development,neuronal ion channel clustering |
| *Shank2* | brain morphogenesis,dendritic spine morphogenesis,postsynaptic density assembly |
| *Dgki* | diacylglycerol metabolic process,lipid phosphorylation,neurotransmitter secretion |
| *Igf2bp3* | nervous system development,regulation of RNA metabolic process |
| *Mmrn1* | blood coagulation,extracellular matrix structural constituent |
| *Ccdc148* | biological_process,cellular_component |
| *Nr1h3* | apoptotic cell clearance,cholesterol homeostasis,fatty acid biosynthetic process |
| *Fbn1* | glucose metabolic process,heart development,metanephros development |
| *Cnbd2* | spermatogenesis,cAMP binding |
| *Scn4b* | cardiac muscle cell action potential involved in contraction,sodium ion transport |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

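The data are RNA-seq libraries of bone marrow B cells, 3 from sham-operated and 3 from ovariectomized mice, whose condition and replicate number were taken from the sample labels and checked against the group sizes of Fig. 2a and b. All 6 libraries were used. The HIF-1α ChIP-seq library and its input, and the RNA-seq of B cells cultured under normoxia or hypoxia, were not analysed here.

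The authors deposited raw counts of reads per Ensembl gene for each library, without normalization. The paper names the sequencing provider, and its text gives no aligner, counting tool, genome build or annotation, so no gene coordinates are given and reads of overlapping genes or near-identical copies could have been assigned in a way that cannot be checked. Symbols were matched to 54409 of the 54532 identifiers by a table of gene names. One listed symbol, Aldoa, belongs to more than 1 identifier, and ENSMUSG00000030695 was used. The sequence of the genome was not used.

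The total was between 23838775 and 33136701 counts per library, with a median of 24789682 in Sham and 28963167 in OVX. Every pair of libraries differed by far more than sampling noise, so none was a repeated count of another. This cannot show that each came from a separate mouse, and each library was taken as a replicate as labelled. The numbers are counts of reads without molecular identifiers, so a floor on a share covers counting error only.

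Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr by group, which left 15305, libraries were scaled by TMM, and OVX was compared with Sham by the quasi-likelihood test without a block and with Benjamini-Hochberg adjustment. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 1.6. Levels are in CPM, counts scaled by the library's total with TMM factors. Single genes were also compared by a two-sided exact permutation test on the log2 level. Gene lists were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and with fry. Camera compares a list with the other genes, whereas fry asks whether the genes of the list themselves change.

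The lists were fixed before the data were examined. They hold the genes of Table S1, Fig. 2a, Fig. 2b, Fig. 2e, Fig. 4d and Fig. S1c, heat shock factors, osteoclast regulators, sex-linked genes, and markers of B cells, pro-B, pre-B, mature B and plasma cells, neutrophils, monocytes and macrophages, erythroid cells, T and NK cells, megakaryocytes, endothelial cells, stroma, basophils with mast cells and eosinophils, the cell cycle and the immediate early response. The genes named in the text are those the paper names for this comparison and members of these lists. As no gene was called, none was added by rank.

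The tests were tried on simulated counts drawn from the means, spread and library sizes of the 6 libraries. With no changed gene the quasi-likelihood test called 1 of 15305 genes. Of 200 genes changed 4-fold it called 156, with 11 wrong calls, and DESeq2 called 161, with 41 wrong calls. The simulation draws genes independently and does not carry the shared differences between libraries.

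The alternatives, chosen before the data were examined, were DESeq2, limma-voom, edgeR's exact test, library size only, upper-quartile factors, scaling on 12 general B cell genes, no filter on low counts, a mean of at least 10 counts, no fold threshold, fold changes of 1.5 and 2, each library left out in turn, the replicate number as a block, and for the lists fry and camera with an estimated correlation. DESeq2 was run on the 27416 genes with any count, of which 27412 received a p-value. The neutrophil share of each library as a covariate was added after the data were seen.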

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

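The tests of these signals were chosen after the values were seen, on marker lists written earlier. The paper does not discuss transcripts of other cell types in its sorted B cells, and these lists were read above the 1.26e-05% that a count of 0 allows. Any list with a few reads is above that limit, so it does not by itself point to other cells. The 18 neutrophil genes held 0.964% of the counts in Sham replicate 3, 0.258% and 0.355% in Sham replicates 1 and 2, and 0.417%, 0.113% and 0.121% in OVX replicates 1, 2 and 3. S100a9, among the most abundant of them, had 61850 reads in Sham replicate 3 and 8334 in OVX replicate 2. None of the 18 genes is in another marker list or in a list of the paper.

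All 18 neutrophil genes were highest in Sham replicate 3, and their ratios of Sham replicate 3 to OVX replicate 2 ran from 5.40 to 19.2. Of all genes tested, 2.74% reached a ratio of 5.40, a share that no scaling of whole libraries can change, which argues against a difference in library size or scaling. Neutrophils carried over into the sorted fractions remain a candidate explanation, with the ratio of 5.40 as the lowest of the list. A change of the share of neutrophils with ovariectomy stays open, as the mean share was 0.217% ± 0.173 in OVX and 0.525% ± 0.383 in Sham (SD, n = 3 per group, two-sided exact permutation test, p = 0.3).

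The 16 monocyte and macrophage genes held up to 0.269% of the counts, in Sham replicate 2, and the 12 erythroid genes up to 0.0567%, also in Sham replicate 2. The 10 megakaryocyte genes held up to 0.0364%, in OVX replicate 3, and the 12 genes of basophils, mast cells and eosinophils up to 0.0198%, in Sham replicate 3. Of these, 1 erythroid gene, 1 megakaryocyte gene and 1 of the last list are also in a list of the paper. The share of any of the 5 lists did not separate OVX from Sham beyond its spread, with p-values of 0.2 or 0.3 in the two-sided exact permutation test. Which of these genes the B cells themselves express was not tested.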

How the results depend on the processing

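No gene was called higher or lower in OVX, and none of the 22 genes of Table S1 or of the HIF-1α target genes of Fig. S1c was called higher, in each of the 18 alternatives chosen before the data were examined, DESeq2, limma-voom, edgeR's exact test and the 6 fits that each left out one library included. The lowest adjusted p-value over these alternatives was 0.273, from edgeR's quasi-likelihood test without Sham replicate 1. The number of genes at an unadjusted p-value under 0.05 was 574, against 1269 without the filter on low counts, where 27416 genes were tested, and 206 with the replicate block. Across the 6 fits that each left out one library it was 2698, 360 and 286 without Sham replicates 1, 2 and 3, and 988, 233 and 411 without OVX replicates 1, 2 and 3. The causes were not tested.

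The replicate numbers did not pair the libraries, as the deviations of libraries of the same number from their group means had correlations of -0.410, -0.189 and -0.279 across genes, which are not independent replicates. With the replicate block 0 genes were higher and 0 lower.

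Scaling shifted the split of genes at an unadjusted p-value under 0.05, which was 225 higher and 349 lower with TMM, 195 and 388 by library size, 225 and 364 by the upper quartile, and 57 and 456 by the B cell genes. The ratio of lower to higher genes was thus 1.55 with TMM, 1.99 by library size, 1.62 by the upper quartile and 8.0 by the B cell genes. With DESeq2 the split was 204 and 551, with edgeR's exact test 152 and 441, and with limma-voom 244 and 350. The median log2 fold change of all genes moved by at most -0.09, with the B cell genes.

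The HIF-1α target genes of Fig. S1c stayed lower as a list in every alternative run on it. Their median log2 fold change was -0.10, with an adjusted p-value of 0.0401 from camera. It was past the threshold by library size and no longer past it with the B cell genes (median -0.19), the replicate block (-0.10), fry (-0.10) or the estimated correlation (-0.10), and the fits that each left out one library gave medians from -0.11 to -0.0529, no longer past it without Sham replicate 2, Sham replicate 3, OVX replicate 2 or OVX replicate 3. Of the 25 genes of Fig. 2e only 12 were tested, and Tpi1, Eno1, Ldha and Gapdh among them are also in the list of Fig. S1c. The lists are thus not independent. The 12 genes had a median of -0.14 and an adjusted p-value of 0.0227 from camera. This was no longer past the threshold with the B cell genes (median -0.23), the replicate block (-0.14), fry (-0.14) or the estimated correlation (-0.14), and the fits without one library gave medians from -0.14 to -0.12, no longer past it without Sham replicate 1 or OVX replicate 1. The causes were not tested.

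Of the 15 marker lists, 12 differed at an adjusted p-value under 0.05 with camera at its preset correlation, 0 with fry and 0 with the estimated correlation, and 6 to 14 when one library was left out, with 6 without Sham replicate 2, 7 without Sham replicate 3 and 8 without OVX replicate 3. The median of the mature B cell list was -0.35, with 0.18 without Sham replicate 2 and -0.59 without Sham replicate 1. That of the stroma list was 0.34, with -0.21 without OVX replicate 3 and 0.54 without OVX replicate 2. That of the cell cycle list was 0.13, with -0.0278 without Sham replicate 2 and 0.29 without Sham replicate 1. Over the marker lists and their alternatives, 44 of 165 values lost the threshold, 6 gained it and 3 reversed.

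None of 336 values of 21 named genes passed the threshold in an alternative. Hif1a went from 0.03 to -0.0650 with the B cell genes, by about the shift of all genes under this scaling. With the neutrophil share as a covariate, chosen after the data were seen, Il1b went from -0.62 to 0.37 and Emp1 from 0.43 to -0.20. With it Cnbd2 went from 0.31 to -0.0681, Scn4b from 0.49 to -0.11, Hspa1a from 0.52 to -0.16, and Hif1a to -0.0017. Each of these values with a changed sign was smaller in size than its standard error. Without a change of sign, Hk2 went from -0.54 to -0.12, Olfm1 from -2.43 to -0.79, Alox15 from -1.60 to -0.21 and Slpi from -1.05 to -0.07. Gnaz, Parvb and Kalrn changed less, to 0.88, 0.48 and 0.40. The covariate covers neutrophils only, and the share of the megakaryocyte list was highest in OVX replicate 3, with 0.0364% of the counts. Of the 20 genes of Fig. S1c, 8 were higher with the covariate, against 6 without it. Tnfsf11 had few reads, from 3 to 44 per library. Its log2 fold change ran from -1.74 to -0.15 when one library was left out and from -1.24 to -0.96 in the other alternatives chosen in advance, and was -1.42 with the covariate.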

Differences from the paper's values

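The paper reports 111 upregulated genes, and 0 were called higher here with edgeR's quasi-likelihood test at an adjusted p-value under 0.05 and a fold change of at least 1.6, with 225 higher genes at an unadjusted p-value under 0.05. Of the paper's 22 upregulated genes bound by HIF-1α, 0 were called higher. None of the 18 alternatives set before the data were examined closed either gap.

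Fig. 2b shows Tnfsf11 at a log2 fold change of about 1.9, read by eye, and the value here was -1.15. None of the alternatives set before the data were examined closed the gap, and each kept the value below 0.

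The other genes labelled in Fig. 2b had the paper's direction and smaller changes. Fig. 2b shows Emp1 at about 1.1, read by eye, against 0.43 here, and without Sham replicate 1 the value of 0.76 was within its error of the paper's. Fig. 2b shows Scn4b at about 0.87, read by eye, against 0.49 here, and the value came within its error of the paper's at 0.58 with limma-voom, 0.55 with the replicate block, 0.90 without Sham replicate 1 and 0.68 without OVX replicate 1. Without OVX replicate 2 it was 0.48 and within its error only because the error was larger, 0.412 against 0.345. Fig. 2b shows Atp5k at about 0.73, read by eye, against 0.43 here, which no alternative closed. Fig. 2b shows Cnbd2 at about 0.71, read by eye, against 0.31 here, and the gap closed without Sham replicate 2 or OVX replicate 1.

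Among genes lower in OVX, Fig. 2b shows Olfm1 at about -3.4, read by eye, against -2.43 here, and the gap closed without Sham replicate 1, Sham replicate 2 or OVX replicate 1. Fig. 2b shows Alox15 at about -2.6, read by eye, against -1.60 here, and the gap closed at -2.02 without Sham replicate 1 and -2.54 without OVX replicate 1. With the replicate block it was -1.63 and within its error mainly because the error was larger, 1.02 against 0.767. Fig. 2b shows Il1b at about -2.5, read by eye, against -0.62 here, which no alternative closed. Fig. 2b shows H2-Q10 at about -2.4, read by eye, against -1.72 here, and the gap closed with scaling on the B cell genes and without Sham replicate 1, Sham replicate 2 or OVX replicate 1. Fig. 2b shows Slpi at about -1.8, read by eye, against -1.05 here, and the gap closed without Sham replicate 1 or OVX replicate 1. Other fits widened gaps. Without Sham replicate 3, Slpi was at -0.52, Alox15 at -0.87, H2-Q10 at -0.96, Emp1 at 0.15 and Scn4b at 0.22. The alternatives that did not close a gap are the others of the 15 run for each gene, all set before the data were examined.

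The paper states that HIF-1α target genes rose in B cells of OVX mice and draws most genes of Fig. S1c as higher. Here 6 of 20 were higher, with a median log2 fold change of -0.10. The legend of Fig. S1c names no assay, so its values may not rest on these counts. Fig. 2a draws Tnfsf11, Kitl, Ubd and Cd209g as higher in OVX, and their log2 fold changes here were -1.15, -0.31, -0.11 and -0.10. The paper lists 22 genes as upregulated, and 7 of them were lower here.

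Some other splits of the 6 libraries, run after the values were seen and against their labels, come near the paper's values or call genes of the 22 with DESeq2. They are regroupings and not alternatives. In the first 2, the group set as OVX holds 2 Sham libraries, so 2 labels of each group are exchanged. Read in the other direction, as an exchange of OVX replicate 3 with Sham replicate 3 or with Sham replicate 1, they gave Tnfsf11 at -1.62 and -1.49, with 3 and 7 of the 22 genes higher. With Sham replicates 1 and 2 set beside OVX replicate 3, DESeq2 called 129 genes higher, 7 of them among the 22, and the log2 fold change of Tnfsf11 was 1.62. With Sham replicates 2 and 3 beside OVX replicate 3, it called 100 genes higher and none of the 22, and that of Tnfsf11 was 1.49. With Sham replicate 2 and OVX replicate 1 beside OVX replicate 3, it called no gene, 391 were at an unadjusted p-value under 0.05 with edgeR, and that of Tnfsf11 was 1.498. With Sham replicate 1 and OVX replicate 2 beside OVX replicate 3, it called 43 genes higher, 6 of them among the 22. With Sham replicate 2 and OVX replicate 2 beside OVX replicate 3, it called 1 gene higher, which is among the 22, all 22 genes were higher, and that of Tnfsf11 was 0.94. Tnfsf11 was not called in any of the 10 splits.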

Other observations

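Of the 17 tests below and above, the 8 on the absence of calls, on neutrophil transcripts between libraries and on the 2 libraries that held the highest values of several genes were chosen after the results were seen, and 9 before the data were examined.

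No gene was called between OVX and Sham. In simulated counts 78% of 200 genes changed 4-fold were called at this number of libraries, which argues against too few libraries as the reason for changes of that size, while 19.5% were called at 1.6-fold. With the neutrophil share as a covariate the number of genes at an unadjusted p-value under 0.05 fell from 574 to 153. Whether that share hides a difference cannot be told apart, because the covariate partly follows the groups and takes 1 of the few degrees of freedom. With that covariate 5 of the 19 genes that Fig. 2a draws as higher were higher in OVX, and 13 of the 20 drawn as lower were lower.

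As the real split of the 6 libraries gave 0 called genes with edgeR's quasi-likelihood test, all 10 splits into groups of 3 had to give at least as many, which says nothing about chance. The real one included, 3 of the 10 gave at least as many genes at an unadjusted p-value under 0.05. With 10 splits the share cannot fall below 0.1, so chance cannot be told apart here.

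DESeq2 called 0 genes between the groups as labelled and called genes in 6 of the 10 splits. The split with the most calls is the one from exchanging the labels of Sham replicate 1 and OVX replicate 1. It gave 580 genes, 43 higher and 537 lower, 17 of the 19 genes of Fig. 2a higher and all 20 of the others lower, and 3193 genes at an unadjusted p-value under 0.05 with edgeR. With edgeR's quasi-likelihood test it gave 0 called genes, with a lowest adjusted p-value of 0.0845. A mislabelled sample is a candidate explanation that these 580 calls leave open, because no value in the libraries identifies a mouse. The chi-square per degree of freedom between libraries was 11.9, 9.28 and 13.0 for Sham replicate 1 with OVX replicates 1, 2 and 3. It was 58.1 and 34.4 for Sham replicate 1 with Sham replicates 2 and 3. OVX replicate 1 had 42.2 and 18.6 with Sham replicates 2 and 3, and 18.8 and 25.9 with OVX replicates 2 and 3. These distances identify no mouse either, so the exchange of Sham replicate 1 and OVX replicate 1 stays open. For Tnfsf11 this exchange gave a log2 fold change of -1.05 (standard error 0.75), and 4 of 20 genes of Fig. S1c were higher. Exchanging Sham replicate 2 and OVX replicate 1 gave 22 of the 22 genes of Table S1 higher, 19 of the 19 genes of Fig. 2a higher, 17 of the other 20 lower and Tnfsf11 at 0.94 (standard error 0.80), with 3 genes called by DESeq2 and 4 of 20 genes of Fig. S1c higher. Tnfsf11 was higher in 3 of the 9 exchanges of 1 Sham and 1 OVX label, those of Sham replicate 2, so a mislabelled sample cannot be told apart for Tnfsf11 either. No exchange was singled out before its values were seen. The labels were kept as deposited throughout.

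More genes were lower than higher in OVX at an unadjusted p-value under 0.05, 349 against 225, although chance alone gives more than both together, 765. The excess rested on single libraries, with 120 lower and 113 higher genes without OVX replicate 2, a ratio of 1.06, and 319 lower and 92 higher without OVX replicate 3, a ratio of 3.47. Against this spread several explanations cannot be told apart. The ratio was between 1.62 and 8.0 with the 3 other scalings, so the excess stayed but its size depended on the scaling. It was at least 1.26 in each of 3 classes of gene length, over the 90.9% of genes that had a length. A lower share of B cells in the Sham fractions would raise every other cell type alike. The megakaryocyte list rose in OVX with a median log2 fold change of 0.65, or 0.31 without OVX replicate 3, while the neutrophil list had a median of -1.26, but the difference between the 2 lists overlapped between the groups, with -2.65 in its lowest OVX library and -2.54 in its highest Sham library on the log2 scale. More neutrophils in the Sham fractions cannot be told apart from chance between libraries. All 18 genes were lower in OVX, as the test set before required, but none of them had an unadjusted p-value under 0.05, the median was -0.48 without Sham replicate 3 and -2.20 without OVX replicate 1, and fry gave an adjusted p of 0.368. More monocytes and macrophages stay open, since all 16 genes were lower with a median of -0.59, but -0.0777 without Sham replicate 2 and -1.10 without OVX replicate 3. A single Sham library cannot be told apart as the source, with a ratio of 1.15 without Sham replicate 1, from 1444 lower and 1254 higher genes, and 1.22 without Sham replicate 3.

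The other lists had median log2 fold changes of -1.35 for T and NK cells, -1.15 for basophils, mast cells and eosinophils, -0.71 for erythroid cells, -0.65 for plasma cells, -0.35 for mature B cells, -0.21 for immediate early genes, 0.11 for B cells, 0.13 for the cell cycle, 0.20 for pre-B cells, 0.23 for pro-B cells, 0.32 for endothelial cells and 0.34 for stroma. Leaving out one library moved most of them. Without Sham replicate 1 the pro-B median was 0.49 and the pre-B median 0.45. Without Sham replicate 2 the pre-B median was 0.09 and the immediate early median -0.09. Without Sham replicate 3 the pro-B median was 0.08, the T and NK median -0.85 and the median of basophils, mast cells and eosinophils -0.63. Without OVX replicate 1 the last 2 were -2.10 and -1.90, the immediate early median was -0.37, the B cell median 0.20 and the endothelial median 0.54. Without OVX replicate 2 the B cell median was 0.04, and without OVX replicate 3 the endothelial median was 0.00. None had an adjusted p-value under 0.05 with fry, where the lowest over all lists was 0.114, for the 12 tested genes of Fig. 2e. Of the pro-B and pre-B genes, 4 of 12 and 5 of 10 are in another of these lists, and 2 genes each of the plasma cell, endothelial and stroma lists are in a list of the paper.

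For 8 of the 22 genes of Table S1 (Aif1, Ccdc148, Cpt1a, Fgf1, Jup, Kitl, Nr1h3 and Tnfsf11) the 2 highest levels were in Sham replicate 2 and OVX replicate 3, which is 36.4% of the list. Over all genes tested this was so for 8.67%, and in unscaled counts each of the 8 genes was at least 1.504 times higher in both libraries than in any other, while the library totals differed at most 1.39-fold, which argues against library size or scaling. It was so for 56.2% of the monocyte and macrophage list, C1qa, C1qb, C1qc and Vcam1 among them. C1qa had 2436, 6302 and 1606 reads in Sham replicates 1, 2 and 3 and 1366, 1886 and 6176 in OVX replicates 1, 2 and 3. The erythroid list had 36.4%, with 4 of 11 genes, all of them globin genes, and the endothelial list 20%. The mature B cell and stroma lists had 8.33% and 10%. The pattern was thus not particular to macrophage transcripts. A candidate explanation is that macrophages carried over into these 2 fractions supply part of the reads of some of the 8 genes. Which of the 8 genes macrophages express was not tested, and Kitl is in the stroma list. The B cell lists also differed between these 2 libraries. The mature B cell list held 1.21% of the counts in Sham replicate 2 and 0.646% in OVX replicate 3. The pro-B list held 0.205% and 0.381%, its lowest and highest shares of all libraries. Whether this bears on the 8 genes was not tested.

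The following values concern statements that the paper makes from other assays. Hif1a had 101.3 ± 2.51 CPM in OVX and 99.2 ± 1.75 in Sham (SD, n = 3 per group), a log2 fold change of 0.03 (standard error 0.06, adjusted p = 0.896 from edgeR's quasi-likelihood test). Vhl, Egln2, Egln1 and Egln3, which encode VHL, PHD1, PHD2 and PHD3, had log2 fold changes of 0.16, 0.08, 0.08 and 0.52, and none was called. Hspa1a, which encodes HSP70 and for which the paper reports a reduction in OVX by other assays, had 100, 8 and 13 reads in Sham replicates 1, 2 and 3 and 47, 56 and 107 in OVX replicates 1, 2 and 3. Its log2 fold change was 0.52 (standard error 0.88, adjusted p = 0.882 from the same test), with 2.56 without Sham replicate 1 and 0.01 without Sham replicate 2. Its reads could be split with the near-identical Hspa1b. Hsp90aa1 and Hsp90ab1 had log2 fold changes of 0.05 and -0.02. Hsf1 and Hsf2 had 0.00 and 0.22. For Tnf, among other regulators of osteoclasts, all OVX libraries lay below all Sham libraries (two-sided exact permutation test, p = 0.1). Chance separates 10% of genes over both directions together. The log2 fold change of Tnf was -1.33 (standard error 0.42, adjusted p = 0.811 from edgeR's quasi-likelihood test). Il1b, Csf1 and Esr1 had -0.62, -0.14 and 0.33, with Il1b at -1.92 without OVX replicate 1 and -0.18 without OVX replicate 3, and Esr1 at 0.52 without Sham replicate 1. Tnfrsf11b and Il17a had 0 reads in every library. Of the sex-linked genes, Xist was read in every library, with a log2 fold change of -0.12, and Ddx3y, Eif2s3y, Kdm5d and Uty had 0 reads in all of them. Tests prepared for a rise of Tnfsf11 or of the genes of Fig. S1c were not run, as neither rose.

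Of the 22 genes of Table S1, 15 were higher in OVX and none was called, with 1 at an unadjusted p-value under 0.05. More endothelial cells or more megakaryocytes in the OVX fractions cannot be told apart from chance between libraries. The endothelial list without the gene it shares with the 22, Mmrn1, had a median log2 fold change of 0.12. The megakaryocyte transcripts Pf4 and Ppbp had 0.56 and 1.01. Fry gave adjusted p-values of 0.520 and 0.368 for the lists.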
